# Daily rhythms and enrichment patterns in the transcriptome of the behavior-manipulating parasite *Ophiocordyceps kimflemingiae*

**DOI:** 10.1371/journal.pone.0187170

**Published:** 2017-11-03

**Authors:** Charissa de Bekker, Ian Will, David P. Hughes, Andreas Brachmann, Martha Merrow

## Abstract

Various parasite-host interactions that involve adaptive manipulation of host behavior display time-of-day synchronization of certain events. One example is the manipulated biting behavior observed in Carpenter ants infected with *Ophiocordyceps unilateralis sensu lato*. We hypothesized that biological clocks play an important role in this and other parasite-host interactions. In order to identify candidate molecular clock components, we used two general strategies: bioinformatics and transcriptional profiling. The bioinformatics approach was used to identify putative homologs of known clock genes. For transcriptional profiling, RNA-Seq was performed on 48 h time courses of *Ophiocordyceps kimflemingiae* (a recently named species of the *O*. *unilateralis* complex), whose genome has recently been sequenced. Fungal blastospores were entrained in liquid media under 24 h light-dark (LD) cycles and were harvested at 4 h intervals either under LD or continuous darkness. Of all *O*. *kimflemingiae* genes, 5.3% had rhythmic mRNAs under these conditions (JTK Cycle, ≤ 0.057 statistical cutoff). Our data further indicates that a significant number of transcription factors have a peaked activity during the light phase (day time). The expression levels of a significant number of secreted enzymes, proteases, toxins and small bioactive compounds peaked during the dark phase or subjective night. These findings support a model whereby this fungal parasite uses its biological clock for phase-specific activity. We further suggest that this may be a general mechanism involved in parasite-host interactions.

## Introduction

Endogenous temporal programs, which anticipate daily changes in e.g. temperature and light, have evolved in organisms from all phyla [1–4]. These programs function as circadian clocks, organizing physiology and behavior to specific times of day (phases). Circadian clocks share several properties, most notably a free-running rhythm of about 24 h in constant conditions and entrainment or synchronization of these rhythms to exactly 24 h in the presence of highly predictable, regular signals from the environment (zeitgebers, e.g. light and temperature cycles). Various insect behaviors, such as foraging, flight and oviposition show phase-characteristic daily rhythms under entrainment conditions [5, 6]. Daily rhythms in immune systems have also been reported in insects, as well as in plants [7, 8], an observation that has consequences for timing of inter-species interactions with respect to parasites. For example, it has been proposed that fungi invade plants such that they circumvent rhythms in host immune systems [9]. Moreover, it has been shown for the plant pathogen *Botrytis cinerea* that its virulence is regulated by the circadian clock [10]. Adaptive timing of infection could thus enable a parasite’s life cycle by increasing infection rates, virulence and, eventually, transmission. In vertebrate-infecting parasites, circadian clocks also appear to play a role. For example, circadian rhythms were shown to contribute to fitness in the malaria parasite *Plasmodium chabaudi* and metabolism in the sleeping sickness parasite *Trypanosoma brucei*, is under clock control [11–13]. Biological clocks could, therefore, be an important aspect of parasite-host interactions in general.

In this work, we wish to learn more about how the circadian clock is used in parasitic behavioral manipulation, specifically in stages past the initial host invasion and immune system evasion. Such a behavioral manipulation can be observed in Formica ants infected with the lancet fluke that are manipulated to bite grass. This behavior appears regulated by daily temperature fluctuations [14–16] and its phase-specific activity facilitates parasite transmission from the intermediate ant host to the gut of the ultimate, herbivore host. Another example of daily synchronization of manipulated behaviors is seen in soldier beetles infected with *Eryniopsis lampyridarum*. Here, infected beetles are thought to grip flower heads with their mandibles in the early morning immediately prior to death. Emergence of conidiophores and conidia (spores; transmission agents) and post-mortem spreading of the wings occurs pre-dawn the following day. This timing is thought to protect the spores via optimal humidity levels [17]. Another time-of-day specific fungal manipulation of insect behavior is that of fungi of the *Ophiocordyceps unilateralis* complex as they infect Carpenter ants. Workers foraging for food are infected when they encounter fungal spores [18]. Infected ants then abandon their tasks as the fungus slowly expands throughout the body [19]. This behavioral change may represent a disruption of the ant circadian clock, as foraging, and other behaviors, are typically under clock control [20, 21]. Ultimately, like in the examples above, the ant displays manipulated biting behavior followed by death at a certain time of day. In field studies in Thailand, *Ophiocordyceps camponoti-leonardi* induced Carpenter ants to bite vegetation around solar noon [22]. Laboratory studies with *Ophiocordyceps kimflemingiae* demonstrated synchronized biting in the early morning [23]. In both *unilateralis* species’ interactions, the timing of death after biting is also synchronous. Moreover, mixed transcriptomics data revealed differentially expressed clock gene homologs in *O*. *kimflemingiae*-infected ants versus healthy individuals sampled at the same time of day [23]. This suggests that the fungal infection works at some level through the host circadian clock.

Fungal clocks have mainly been studied in the nonpathogenic fungus *Neurospora crassa*, revealing a negative feedback loop based on transcriptional regulation that is essential for circadian clock function [24]. In *Neurospora*, the activation arm of this molecular clock gene mechanism consists of the White Collar Complex (WCC). This complex is made up of the transcription factors White Collar-1 (WC-1) and White Collar-2 (WC-2), which have a second role, namely blue-light perception (important for entraining the clock [25–27]) and regulation of light-induced genes (including many clock-controlled genes, ccgs) [28, 29]. As such, the WCC promotes transcription of the *frequency* (*frq*) gene. FRQ forms a complex with FRQ-interacting RNA helicase (FRH), which then functions as the repression arm in the transcriptional feedback loop as it inhibits the activity of WCC. After FRQ is synthesized it is post-translationally modified and degraded. As FRQ levels drop, the WCC is reactivated and the cycle can start anew (reviewed in more detail in e.g. [30–32]). Recent genome-wide gene expression studies in *N*. *crassa*, performed under constant darkness (free-running) conditions, show that the rhythmic expression of the many ccgs peak in time-of-day-related clusters [33, 34]. Catabolic processes appear to be dawn-phased, while anabolic processes are dusk-phased [34]). Additionally, among the circadian clock-regulated genes, processes such as metabolism, protein synthesis, DNA processing and stress response are highly enriched. and phase-specific, with metabolism primarily peaking in the subjective late night and early morning, and protein synthesis activity rising in the subjective afternoon and early night. Expression levels of DNA processing genes also peaked during the subjective late day/evening [33]. Unfortunately, little is known about the molecular mechanism and clock-driven processes in other fungi. *Saccharomyces cerevisiae* shows typical circadian entrainment but no obvious homologs of clock genes are found in its genome [35]. For *Aspergillus* spp. the presence of a circadian clock was also shown, though these ascomycetes have different clock components since no homolog for *frq* was found [36]. Homologs of the *N*. *crassa* “clock genes” have been identified in the basal ascomycete *Pyronema confluens* and rhythmic expression of the *P*.*c*. *frq* has been observed [37]. Furthermore, studies have presented phenotypic and molecular evidence for the presence of a functional molecular clock in the phytopathogenic fungus *B*. *cinerea*, where it appears to contribute to virulence [9, 10]. To a lesser extent, evidence for biological clocks in phytopathogens *Cercospora kikuchii* and *Magnporthe oryzae* have also been reported [38, 39]. To our knowledge, fungal entomopathogens have not yet been studied from a circadian biology perspective.

Circadian rhythms in ants have been reported [20, 21, 40]. To investigate if parasite circadian clocks could contribute to the observed patterns of manipulated ant behavior, we wished to characterize the temporal program in the parasite, *Ophiocordyceps*. To this end, we performed RNA-Seq on two-day long time courses of *O*. *kimflemingiae*. Rhythmic signals were paired with homology searches against *N*. crassa to detect candidate core clock genes in the genome. We report rhythmic candidate clock and clock-controlled genes with activity patterns that appear to be synchronized to certain times of day.

## Materials and methods

### Fungal culture conditions

The fungal parasite used in this study, *O*. *kimflemingiae* [41], was isolated from an infected and manipulated *Camponotus castaneus* ant [42]. This species resides within the *O*. *unilateralis s*.*l*. complex and was recently named [41]. Previous data for this species’ interaction with *C*. *castaneus* suggests that biological clocks could be involved in the observed manipulation [23, 42]. Cultures were maintained in Grace’s insect medium (Sigma) supplemented with 10% fetal bovine serum (Invitrogen). For time course studies, cultures were grown as fungal blastospores (Fig 1A) in 25m^2^ tissue culture flasks in 20 mL media and shaken at 60 rpm at 28 ^o^C. Fungal hyphae (Fig 1B) were grown in a 250 mL Erlenmeyer flask holding 100 mL media shaken at the same speed. To synchronize fungal cells, cultures were kept in constant light (light intensity 300 Lux) for 48 h and then transferred to 24 h LD (12 h:12 h) cycles for 5 days at 28 ^o^C. To avoid starvation conditions during sampling, on the fourth day at the end of the light phase, cultures were briefly spun down in a swing-out rotor (3000 rpm for 5 min), and old media was removed and replaced with fresh media. Each culture was subsequently split in two 20 mL cultures: one to keep in LD during sampling, and one to be transferred to DD. After an additional 24 h under LD conditions, half of the cultures were transferred to constant darkness (DD samples). The other half of the flasks were maintained under LD conditions (LD samples) (Fig 1C). During this time, fungal cultures had reached an OD600 of ~ 1 and material was collected every 4 h under red light in a climate controlled room set to 28 ^o^C. Cultures were kept in incubators running zeitgeber cycles in antiphase, which allowed harvesting 48 h time courses over 12 h. Fungal cells were pelleted by spinning down 2 mL of the culture for 3 min at 10,000 rpm. The supernatant was removed and the samples were snap frozen in liquid nitrogen and stored at -80 ^o^C until processing for RNA extraction.

**Fig 1:**
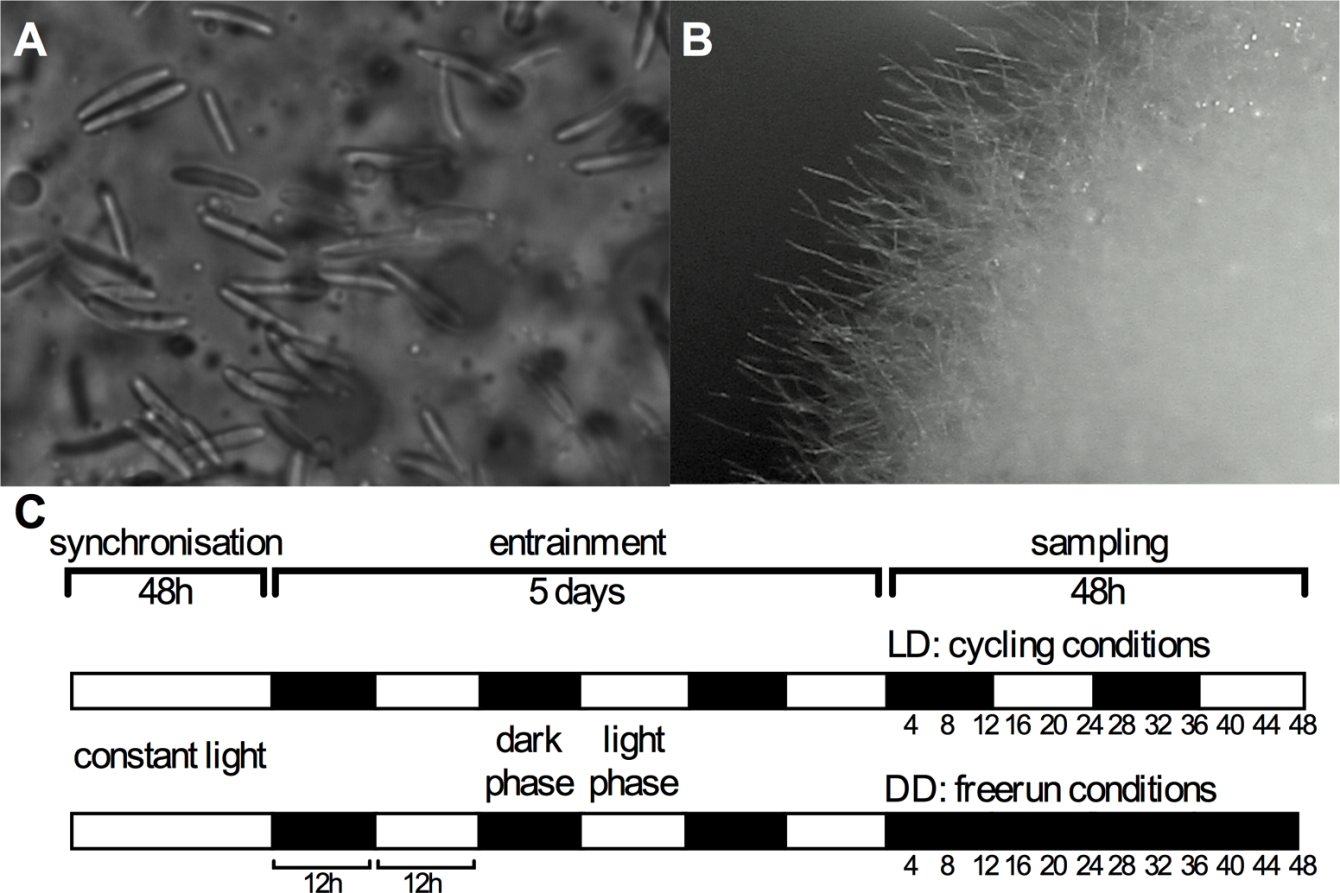
***Ophiocordyceps kimflemingiae* growth conditions** *O*. *kimflemingiae* was grown in its blastospore state (A), rather than in its vegetative growth state (B). Blastospores were synchronized under constant light, followed by entrainment in 24 h LD (12 h:12 h) cycles before harvesting samples under either cycling or free-running conditions (C).

### RNA extraction, library construction and sequencing

Total RNA was extracted as previously reported [43]. Sample quality and quantity were checked with a Bioanalyzer and RNA 6000 Nano Kit (Agilent Technologies), and a Qubit with the RNA BR Assay Kit (Invitrogen). Sequence libraries were constructed using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England BioLabs) and manufacturer’s instructions. Library quality and quantity were checked with a Bioanalyzer and the High Sensitivity DNA Analysis Kit (Agilent Technologies) and a Qubit with the ds DNA HS Assay Kit (Invitrogen). Samples were sequenced on a HiSeq1500 (Illumina) using 50 bp single-end sequencing in rapid-run mode. The dataset is available at the NCBI’s Gene Expression Omnibus under the accession code GSE101312.

### Biostatistical analyses

RNA reads were mapped to the latest version of the *O*. *kimflemingiae* genome [44] with CLC Genomics Workbench 9. Reads were also mapped to inter-genic regions and other parameters were kept at default. Expression levels were calculated for all genes and normalized to Reads Per Kilobase of exon model per Million mapped reads (RPKM).

Cycling transcripts were identified with JTK_CYCLEv3.1 [45]. Normalized expression levels from 4 h-interval time points were used as input data. Defined period length was set at 20–28 hour for the LD time course and at 16–28 hour for the DD time course.

Functional annotation enrichment was determined with a Fisher Exact test with the Benjamini-Hochberg procedure and a corrected p-value cutoff of 0.05 to correct for multiple testing. Hierarchical clustering was performed with Cluster 3.0 and resulting heat maps were visualized with Java TreeView 1.16r4 [46]. For hierarchical clustering, normalized gene expression values were increased by 1 prior to log2-transformation to avoid negative values, and scaled per gene by centering around the mean. Next, genes were hierarchically clustered using the average linkage method.

### Real-time quantitative PCR verification

RNA-Seq results were verified through RT-QPCR by determining the relative expression of five clock gene homologs. Two biological replicates from independently performed time courses and technical triplicates for each time point and amplified gene were used. Primers were designed to span exon-exon boundaries when possible (Table 1). Efficiencies were calculated from a standard curve of serial dilutions. RNA was converted to cDNA with the QuantiTect Reverse Transcription Kit (Qiagen). RT-QPCR reactions were performed on a ViiA 7 (Applied Biosystems) running in Fast Cycling Mode followed by a melt curve analysis, with 10 ng cDNA per 10 μL reaction and PowerUp SYBR Green Master Mix (Applied Biosystems). Amplification data was analyzed using the Relative Quantification and the Design and Analysis Application Apps of the ThermoFisher Cloud Software.

**Table 1:** RT-QPCR primers.

Primer name	Forward Primer (5’-3’)	Reverse Primer (5’-3’)	Amplicon length (bp)	Efficiency (%)
*frq*	ACGACTTGACGGTGGAAATC	TCTTTGCGTAGCATGTCAGG	81	89.58
*wc-1*	AACAGCATGAACCTCGATCC	GAAGAAACGTGGCGAGAAAG	76	94.86
*wc-2*	GAAAAAGGACGGTGCCTATG	AAAGGGTGACTGGTTGTTCG	96	91.17
*vvd*	CTCCAAGGCCGAGATTATTG	ATAGATTGGCGGATCTGCTG	97	96.09
*cry*	TGTCTTGGGAAGAGGGTCAG	TGCGACTTGCGATATGTTGT	169	103.28
2167*	GATGTCATCGATTTCGTACAAGATTC	TGTGCGTCAACATCCTACAGAAG	85	103.34
2393*	GTTCGCGAGGTCTCTGATGAC	GCAGGTTTCCCACATAAACTTATCC	102	90.14
3083*	CGTTCTCAAGGCTCTCAAGG	ACACGGACATTTTGGCCTAC	156	94.46
6497*	ACAACGAGGACCAGCAGAGT	GAACGTCATGACCCTTGAGC	189	102.14
7897*	CTGGGAAGCCTCATCATCGT	GACAACCATGCCCTCTTCGT	75	99.42

Sequences, amplicon length and efficiency of primers used in this study to amplify four clock gene homologs, a putative cryptochrome DASH, and reference genes.

Tested reference genes are indicated with * and their Gene ID numbers are given under primer name. The two most stable reference genes are underlined.

To normalize samples within a time course, candidate reference genes were selected from genes displaying non-cycling expression patterns in the same RNA-Seq dataset, as well as low variation expression patterns in the RNA-Seq dataset from [23]. The pool of non-cycling genes (JTK-CYCLE p >0.057) was first restricted by selecting for genes with a low fold-change, as done in [47] and by setting a cutoff for the coefficient of variation, as described in [48]. Reference candidates displayed a <2-fold-change between the maximum and minimum RPKM expression values under both LD and DD conditions. In addition, log2-transformed expression values displayed a coefficient of variation ≤5%. Reference candidates were further restricted to genes that lacked differential expression in a previously published transcriptomics dataset that compared stages of the fungal parasite in culture, inside the manipulated host and inside the dead host [23]. From this restricted pool, five genes were amplified using RT-QPCR after which the two most stable ones were selected with RefFinder [49] (Table 1).

## Results and discussion

### *O*. *kimflemingiae* blastospores: Growth and sampling conditions

Fungal entomopathogens have a yeast-like (blastospores) and a vegetative (hyphae) growth state. Daily foraging behavior is disrupted and phase-specific biting behavior is induced when the infecting fungus is in a blastospore state (Fig 1A). When secured in the biting position, the host dies and the fungus quickly switches to a vegetative, hyphal growth (Fig 1B). For this study, we identified conditions for *O*. *kimflemingiae* that would induce morphological growth resembling that *in situ* (blastopores in an infected, live *C*. *castaneus* ant).

Culturing *O*. *kimflemingiae* on solid media results in vegetative (hyphal) growth. Hyphae are also formed in liquid shaking cultures grown in Erlenmeyer flasks. In order to trigger blastospore growth in liquid cultures, we tried several media compositions (S1 Table). Vegetative growth persisted in all conditions. We next cultured fungi in tissue culture flasks with rectangular edges shaken gently at 60 rpm. In the presence of Grace’s medium with 10% FBS, the fungi switched to a yeast-like growth and started forming blastospores. Blastospores reverted back to hyphal growth when they were placed into Erlenmeyer flasks. We do not quite understand the reason for this but speculate that this could be due to different aeration rates. The greater turbulence in tissue culture flasks might also decrease flocculation and, therefore, lead to favored blastospore growth. For the experiments in this study, fungal cells were grown in tissue culture flasks throughout time course experiments. Experiments were performed as described in the Materials and methods section and in Fig 1C.

### Mining the *O*. *kimflemingiae* genome for clock gene homologs

Clock and clock-controlled genes of fungi, cyanobacteria, plants, insects and mammals have been reported [1]. We surveyed the *O*. *kimflemingiae* genome for homologs by searching for protein family (Pfam) domains [50] that are encoded in those genes. Per Arnt Sim (PAS) domains (PF00989) are found in all kingdoms of life [51] and have been shown to be involved in eukaryotic circadian clocks [52]. A frequency (FRQ) domain (PF09421) has been identified in the clock gene *frequency* of the fungal model organism *N*. *crassa* [53] as well as other fungi [10, 37]. PHY domains (PF00360) are found in phytochrome photoreceptors that can sense (far-)red light. Phytochromes have been mainly studied in plants where they regulate development via photoperiodism. To a lesser extent, they have been reported for (cyano)bacteria and fungi as well. In *Aspergillus nidulans* this receptor was shown to repress sexual spore formation [54] as it forms a light-regulator complex with receptors similar to the white collar proteins in *N*. *crassa* [55]. In *N*. *crassa*, *however*, *phy* transcripts are not regulated by light. There, *phytochrome-1* mRNAs levels appear under the control of the circadian clock [56]. We mined the *O*. *kimflemingiae* genome for the presence of these functional domains and found eight candidate homolog genes (Table 2). The Pfam search was followed by BlastP alignments against the *N*. *crassa* OR74A genome [57]. These alignments confirmed *O*. *kimflemingiae* homologs of the *N*. *crassa* clock genes *frequency* (*frq)*, *white collar 1* and *2* (*wc-1* and *wc-2*), and *vivid* (*vvd*). In *Neurospora*, VVD is only expressed in the light and regulates gating of light input to the circadian clock [58]. Four additional homologs of PAS domain-containing genes were found through alignment, one of which was a putative *phytochrome 1* (*phy-*1) (Table 2).

**Table 2:** Identified clock(-controlled) gene homologs.

Gene ID	Pfam domains	*Neurospora crassa* OR74A homolog	E value NCBI BlastP	Annotation score UniProt (1–5)
Ophio5|6046	PF09421.5|FRQ	Frequency (*frq*) NCU02265	0.0	5—Experimental evidence
Ophio5|4975	PF13426.1|PAS_9; PF08447.6|PAS_3; PF00989.19|PAS; PF00320.22|GATA	White collar 1 (*wc-1*) NCU02356	0.0	4—Experimental evidence
Ophio5|889	PF00320.22|GATA; PF08447.6|PAS_3; PF13426.1|PAS_9; PF00989.19|PAS	White collar 2 (*wc-2*) NCU00902	2e-174	4—Experimental evidence
Ophio5|6595	PF13426.1|PAS_9	Vivid PAS protein (*vvd*) NCU03967	8e-32	2—Experimental evidence
Ophio5|6786	PF02518.21|HATPase_c; PF00512.20|HisKA; PF00072.19|Response_reg; PF08447.6|PAS_3; PF08448.5|PAS_4	Two-component histidine kinase CHK-1(*nik-2*) NCU01833	0.0	1—Protein predicted
Ophio5|7010	PF02518.21|HATPase_c; PF00072.19|Response_reg; PF00512.20|HisKA; PF13426.1|PAS_9	Development and carotenogenesis control-1 (*dcc-1*) NCU00939	0.0	1—Protein predicted
Ophio5|7293	PF02518.21|HATPase_c; PF00512.20|HisKA; PF00072.19|Response_reg; PF13426.1|PAS_9; PF08447.6|PAS_3; PF08448.5|PAS_4	Autoinducer 2 sensor kinase / phosphatase luxQ NCU02057	0.0	1—Protein predicted
Ophio5|4324	PF00360.15|PHY; PF02518.21|HATPase_c; PF00072.19|Response_reg; PF01590.21|GAF; PF00512.20|HisKA; PF08446.6|PAS_2	Phytochrome-1/Sensor histidine kinase/response regulator (*phy-1*) NCU04834	0.0	1—Protein predicted

Identification of candidate clock(-controlled) genes was based on their functional domains (Pfams). For each identified gene, Pfam domains and the *Neurospora crassa* homolog are given as well as the E value of their alignment and annotation score of the *N*. *crassa* gene according to the UniProt database.

### Detection of candidate genes with cycling transcripts

The identification of clock gene homologs suggests that *O*. *kimflemingiae* may have clock-controlled daily oscillations in gene expression. 

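Blastospores, the yeast-like cells in which *O*. *kimflemingiae* spreads through a living ant, were grown in Grace's insect medium with fetal bovine serum. After entrainment to cycles of 12 h light and 12 h dark, cultures either stayed in these cycles (LD) or were moved to constant darkness (DD), and RNA was taken every 4 h over 48 h. The course gave 12 LD and 12 DD libraries, 1 for each time point. Libraries of 4, 8, 12, 28, 32 and 36 h belong to the dark phase of LD and to the subjective night of DD. Libraries of 16, 20, 24, 40, 44 and 48 h belong to the light phase and to the subjective day. The submitters label the material as mycelium, while the paper and the extraction protocol describe blastospores, the term kept here. The authors mapped single-end reads to the *O*. *kimflemingiae* genome in CLC Genomics Workbench and deposited RPKM values of 8629 genes in 2 tables, 1 for each light regime.

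Read counts are not part of the deposit, but low RPKM values are whole multiples of the value of a single read. With the coding lengths of the supplementary data, the 80 lowest values of each library gave 11.8 to 29.6 M mapped reads (M, 1e6 reads) per library. The medians were 19.3 M in LD and 19.8 M in DD, and a value counted as whole within 0.15 of a read. The paper's average of 20.5 M refers to sequenced reads.

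JTK_CYCLE, the rhythm test of the study, was run on the RPKM values of all 8629 genes, with periods of 20 to 28 h in LD and of 16 to 28 h in DD. Its adjusted p covers the 18 or 22 combinations of period and phase shift tried for a gene, not the number of genes. Libraries of the 2 phases, 6 against 6, were also compared with limma on log2(RPKM + 1), a scale that shrinks the changes of genes with low RPKM. That test took the 7700 genes in LD and 7635 genes in DD with a mean RPKM of at least 1, and called a gene at a Benjamini-Hochberg adjusted p under 0.05. Values by phase are the mean ± SD over its 6 libraries. As each time point has a single library, all p-values measure the spread between time points, some of which may be technical.

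DD libraries differed more from one another than LD libraries did. Median RPKM was 23.0 to 36.3 in LD and 13.4 to 31.9 in DD, where the libraries of 24, 44 and 48 h were lowest at 13.6, 13.4 and 14.8. In those 3 libraries the most abundant 1% of genes held 37.9%, 29.7% and 29.6% of all RPKM, against 20.2% to 27.6% in LD. The median gene tested was lower by a log2 of -0.32 in the subjective day than in the subjective night of DD. Across the 2 tables, it was higher by 0.51 in LD light than in the subjective day, and by 0.21 in LD dark than in the subjective night.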

To detect genes that oscillate under LD and DD conditions, we generated genome wide gene expression profiles of samples collected over a 48 h time course using RNA-Seq. Reads were mapped to the latest version of the *O*. *kimflemingiae* genome, which is 23.92 Mb in size and has been annotated to encode 8,629 genes [44]. Sequencing yielded an average of 20.5 million single-end reads per sample with an average mean quality score of 38. This read depth is around the maximum read depth that was tested for *D*. *melanogaster* [59]. It should thus be sufficient to detect cycling transcripts in our fungal model since its genome is about five times smaller. An average of 95.9% of the reads mapped uniquely to this genome. Resulting expression profiles were normalized to Reads Per Kilobase of exon model per Million mapped reads (RPKM).

Normalized expression profiles were analyzed with the JTK_CYCLE algorithm [45]. Our sampling method (single samples at 4 h intervals) did not allow us to assign false discovery rates. We, therefore, ranked genes based on the Bonferroni-adjusted p-values. In our ranking approach, we relaxed the p = 0.05 threshold, which has been the topic of debate for many years now [60, 61]. We set the threshold for rhythmicity at the p-value of an *Ophiocordyceps* homolog of a rhythmically expressed *Neurospora* clock gene. In *N*. *crassa*, *ca*. 24 h rhythmic expression levels have been observed for *frq* under both LD and DD conditions. Under LD conditions, *vvd* is rhythmic, but when transferred to DD, *vvd* oscillation is only seen in the first 24 h. For *wc-1*, rhythmicity has been observed in LD and though its promoter shows rhythms in DD, its mRNA levels are not predicted to be highly rhythmic [26, 33, 58, 62, 63]. In addition, we used the expression patterns from fungal tissue cultured in LD conditions. JTK_CYCLE returned Bonferroni-adjusted p-values of 0.002, 0.057, and 0.009, respectively, for the above-mentioned homologs under LD conditions. 

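Of 9 homologs of clock and photoreceptor genes, *frq*, *vvd* and *cry* were higher in the light phase of LD and the other 6 did not pass the test. Transcripts of *frq* (Ophio5|6046), whose product closes the feedback loop of the *Neurospora* clock, stood at 90.9 ± 29.5 RPKM in the light and 31.4 ± 5.56 RPKM in the dark. Those of *vvd* (Ophio5|6595), which encodes a small blue-light receptor, stood at 161 ± 49.2 RPKM in the light and 52.2 ± 10.0 RPKM in the dark. All 6 light libraries exceeded all 6 dark libraries for either gene, 2.89-fold on average for *frq* and 3.07-fold for *vvd*. The log2 difference was 1.46 for *frq* (SE 0.204, adjusted p = 8.90e-04, limma) and 1.57 for *vvd* (SE 0.203, adjusted p = 5.90e-04, limma).

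The red-light receptor homolog *phy-1* (Ophio5|4324) had 28.0 ± 6.31 RPKM in the light and 20.4 ± 5.02 RPKM in the dark. The histidine kinase homolog *nik-2* (Ophio5|6786) had 78.7 ± 44.2 and 49.4 ± 11.7 RPKM, *dcc-1* (Ophio5|7010) 17.9 ± 5.39 and 15.5 ± 4.17 RPKM, and the *luxQ*-like kinase (Ophio5|7293) 25.9 ± 6.71 and 19.0 ± 3.96 RPKM. Adjusted over the list alone, limma called 4 of the 9 homologs, a list that the study drew up in part from these libraries and that is therefore no independent evidence. JTK_CYCLE returned an adjusted p of 0.00193 for *frq*, 0.00898 for *vvd* and 0.0573 for *wc-1*. With each library centred on its median, the value for *frq* became 0.0968, and with a linear trend removed it was 0.00898, while that for *wc-1* was then 0.248.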

As such, we set our threshold for rhythmicity at the adjusted p-value for *wc-1* under these conditions (i.e. rhythmic candidates p ≤ 0.057). This led to the detection of 333 candidate genes with oscillating transcripts under LD conditions with a median period of 24 h (S1 Fig and S1 Data File). 

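Genes with different levels in light and dark included a ribonuclease, a glycosidase, a protease of the ulp1 family, a splicing factor and transporters. Ribonuclease Trv (Ophio5|3092) stood at 139 ± 82.2 RPKM in the light and 26.3 ± 5.81 RPKM in the dark, a 5.28-fold difference (log2 2.20, SE 0.287, adjusted p = 5.90e-04, limma). A six-hairpin glycosidase (Ophio5|4998) had 32.8 ± 14.8 RPKM in the light and 6.64 ± 2.25 RPKM in the dark (log2 2.08, adjusted p = 8.90e-04, limma). A member of the ulp1 protease family (Ophio5|38) went from 24.6 ± 10.0 RPKM in the dark to 94.9 ± 37.9 RPKM in the light (log2 1.90, adjusted p = 0.00261, limma). For a splicing factor like YT521-B (Ophio5|5140) the levels were 20.8 ± 11.4 RPKM in the dark and 70.7 ± 31.6 RPKM in the light (log2 1.80, adjusted p = 0.00733, limma). In all 4 genes every light library lay above every dark one, and only for the splicing factor did an alternative end the call, with adjusted p-values of 0.00397 to 0.187 over 6 alternatives.

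Of 21 transporters found by description, 18 were rhythmic in LD, 11 of them higher in the light and 7 in the dark. A multidrug transporter of the major facilitator superfamily (Ophio5|8383) had 20.9 ± 5.81 RPKM in the light and 10.5 ± 2.99 RPKM in the dark (log2 0.93, adjusted p = 0.0312, limma). An amino acid and polyamine transporter (Ophio5|543) had 54.8 ± 9.39 and 32.5 ± 5.42 RPKM (log2 0.74, adjusted p = 0.0276, limma). An allantoate permease (Ophio5|6820) was higher in the dark, at 26.4 ± 8.31 RPKM against 9.69 ± 1.60 RPKM in the light (log2 -1.31, adjusted p = 0.00265, limma). By limma, 3 transporters were higher in the light, 2 were lower and 14 did not pass, while 16 of these 19 passed when adjusted over the list alone. Descriptions exist only for the 461 genes that the study called rhythmic in these samples, so the lists built on them are no independent evidence.

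JTK_CYCLE gave 414 genes an adjusted p up to that of *wc-1*, with a best period of 20 h in 44, 24 h in 172 and 28 h in 198 genes and a median of 24 h. Of these, 170 tied with *wc-1*, and 332 of the 333 genes in the study's list were among the 414. By limma, 80 genes were higher in the light and 85 in the dark, of which 86 were also rhythmic by JTK_CYCLE. After Benjamini-Hochberg adjustment of JTK_CYCLE's p-values over all genes, 0 remained, the smallest being 0.826, whereas 244 genes had an adjusted p up to 0.05 within the gene and a limma fit of a 24 h cosine called 58. JTK_CYCLE called 638 genes with centred libraries, 193 of them among the 414, 405 with a linear trend removed, 218 of them among the 414, and 218, 210 and 752 genes without the library of 8, 32 or 40 h. The count from limma was 32 without the filter on low RPKM, 12 in the fit of all 24 libraries, an alternative chosen after seeing the data, 55 without the libraries of 12, 24, 36 and 48 h, 83, 94, 67, 86, 59 and 87 without that of 8, 16, 24, 28, 32 or 44 h, and 307 and 561 without that of 12 or 40 h.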

Under DD conditions, adjusted p-values for these genes were markedly higher (0.30, 0.46, and 1 for *frq*, *wc-1*, *vvd*, respectively). This suggests either that endogenous rhythmicity at the mRNA level damps over 48 h in DD and constant temperature conditions or that rhythms detected in LD are simply driven by the zeitgeber cycle. 

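In constant darkness, *vvd* had similar levels in both phases, with 28.9 ± 5.08 RPKM in the subjective day and 30.5 ± 7.81 RPKM in the subjective night. Levels of *frq* were 53.8 ± 30.9 RPKM in the subjective day and 28.5 ± 10.8 RPKM in the subjective night (log2 0.73, adjusted p = 0.353, limma), a difference that turned to -0.018 without the libraries of 24, 44 and 48 h, an alternative chosen after seeing the data. For *wc-1* (Ophio5|4975) they were 34.0 ± 10.5 and 42.1 ± 9.82 RPKM (log2 -0.31, adjusted p = 0.401, limma). Over the 9 clock and photoreceptor homologs, JTK_CYCLE called none in DD, and only the *luxQ*-like kinase with a linear trend removed (0.0397). It returned 0.303 for *frq*, 0.462 for *wc-1* and 1 for *vvd*.

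The day level of *vvd* was 5.56-fold higher in LD than in DD, with levels set across 2 tables (log2 2.40, SE 0.204, adjusted p = 5.61e-08, limma). The corresponding value for *frq* was a log2 of 0.91 (SE 0.310, adjusted p = 0.0751, limma), which did not pass. A test of the phase difference itself, LD against DD, gave 1.63 for *vvd* (SE 0.288, adjusted p = 0.0222, limma), 0.73 for *frq* (SE 0.439, adjusted p = 0.804) and -0.08 for *wc-1* (SE 0.260, adjusted p = 0.919). With libraries centred on their medians the value for *vvd* was 1.31 and no longer passed, and its adjusted p ranged from 0.00637 to 0.692 over 3 alternatives.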

To minimize false discovery, we set the threshold for rhythmicity in DD to the same adjusted p-value as for the LD samples. This led to the detection of 154 genes with suggested circadian rhythms with a median period of 26 h (S1 Fig and S2 Data File). 

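Rhythmic genes in DD included enzymes of sterol and terpenoid synthesis and transporters, most of them higher in the subjective night. A sterol 24-C-methyltransferase (Ophio5|7799), an enzyme of ergosterol synthesis, had the smallest adjusted p together with a transposon gene (3.60e-04, JTK_CYCLE), but its call ended with a linear trend removed (0.0700) and held with centred libraries (0.00528). Its level was 0.935 ± 0.860 RPKM in the subjective day and 2.89 ± 1.59 RPKM in the subjective night. Of 6 genes of sterol, terpenoid and carotenoid synthesis found by description, 3 were rhythmic in DD and all 3 were higher in the subjective night. The other 2 of these 3 encode a terpene cyclase (Ophio5|2271, log2 -0.75) and a carotenoid cleavage dioxygenase (Ophio5|5612, log2 -0.70), against -0.32 for the median gene. In LD, limma called 1 of the 6, a geranylgeranyl pyrophosphate synthase (Ophio5|4806) with 72.0 ± 14.9 RPKM in the light and 128 ± 29.5 RPKM in the dark (log2 -0.82, adjusted p = 0.0355), and 4 when adjusted over the list alone. Of the 21 transporters, 5 were rhythmic in DD, each higher in the subjective night. Both lists hold only genes that the study called rhythmic in these samples. In DD 73.7% of genes with a mean RPKM of at least 1 were higher in the subjective night. Of 100 orders of the times, the real one included, 47 gave at least 154 rhythmic genes in DD. Chance can therefore not be excluded for that count.

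The 154 genes had best periods of 16, 20, 24 and 28 h in 4, 4, 69 and 77 cases, with a median of 26 h, and they were the 154 genes of the study's list. Comparing the phases with limma called 0 of 7635 genes, with 1045 at an unadjusted p under 0.05, and a limma fit of a 24 h cosine called 0, with 1221 under 0.05. The comparison by limma called 184 and 194 genes without the library of 12 or 40 h, 32 with the harvest slot as a block and 196 in the fit of all 24 libraries, the last chosen after seeing the data. JTK_CYCLE called 67, 465, 58, 328 and 73 genes without the library of 8, 12, 32, 40 or 44 h, and 115 without those of 24, 44 and 48 h, an alternative chosen after seeing the data, of which 32 were among the 154. It called 290 genes with centred libraries, 39 of them among the 154, 183 with a linear trend removed, 43 of them among the 154, 292 with the periods used in LD, and 459 with a period of 24 h alone.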

Studies using other model organisms also report fewer rhythmic genes under DD than under LD conditions [64–68]. In addition, lower numbers of cycling transcripts for cells taken out of their natural context and grown under laboratory cell culture conditions have previously been shown [69]. Moreover, a decreased amplitude under DD conditions for the significantly rhythmic gene *frq* is observed in *B*. *cinerea* [10]. Similarly, a decreased amplitude in *O*. kimflemingiae under DD conditions, combined with single 4h-interval data points could have resulted in poor detection of endogenously rhythmic genes in this study.

Among the rhythmic candidate genes in LD, we identified 14 transcription factors (TFs). One of these TFs, as identified above, is the *O*. *kimflemingiae* homolog of *wc-1*. Two of these TFs appear to be involved in regulation of *Neurospora* conidiation (homologs of *N*. *crassa znf-21*; NCU02671 and *csp-2*; NCU06095) and one regulates ascus development (*N*. *crassa* homolog *asd-4*; NCU20921). 

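Most transcription factors in this group had more transcript in the light phase, 12 of 14, and 2 had more in the dark. Of the 14, limma called 4 higher and 1 lower in the light, and 9 did not pass. A C2H2 Cys6 factor (Ophio5|6834) stood at 85.4 ± 58.8 RPKM in the light and 26.7 ± 5.35 RPKM in the dark (log2 1.46, adjusted p = 0.0119, limma), and every light library lay above every dark one. A homolog of the cutinase G-box binding factor (Ophio5|7171) had 93.0 ± 44.3 RPKM in the light and 40.9 ± 14.8 RPKM in the dark (log2 1.13, adjusted p = 0.0464, limma). A homeodomain factor (Ophio5|368) had 109 ± 54.4 and 52.4 ± 14.7 RPKM (log2 0.98, adjusted p = 0.0481, limma). The factor called lower in the light carries a fungal specific domain (Ophio5|392) and had 32.5 ± 8.66 RPKM in the light and 65.8 ± 15.9 RPKM in the dark (adjusted p = 0.0156, limma). The nitrogen regulator *areA* (Ophio5|3371), with 38.9 ± 14.6 and 21.2 ± 6.25 RPKM, did not pass (adjusted p = 0.0856, limma). In DD, 11 of the 14 were higher in the subjective day and 1 was rhythmic by JTK_CYCLE. Adjusted over the list alone, 13 passed in LD, but the study had chosen the list on these samples. Each of the 5 calls ended under at least 1 of 6 alternatives, among them the fit without a filter on low RPKM, with adjusted p-values up to 0.0981 for Ophio5|6834, 0.278 for Ophio5|2137, 0.279 for Ophio5|7171, 0.213 for Ophio5|368 and 0.416 for Ophio5|392.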

ChIP sequencing revealed that *N*. *crassa* TFs *znf-21* and *csp-2* are among the direct targets of the White Collar Complex (WCC, formed by WC1 and WC2) [70], a blue-light photoreceptor that is the key transcriptional activator of the circadian oscillator in this fungus. Additionally, we identified a putative blue-light photoreceptor *cryptochrome DASH* homolog (*cry*; NCU00582) (S1 Data File). 

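Transcripts of *cry* (Ophio5|2114), a flavoprotein gene of the cryptochrome and photolyase family, were more abundant in the light than in the dark of LD, and their mean levels in constant darkness were lower still. In LD the gene had 39.1 ± 7.73 RPKM in the light and 10.8 ± 1.82 RPKM in the dark, 3.61-fold apart, with all 6 light libraries above all 6 dark ones (log2 1.75, SE 0.173, adjusted p = 4.53e-05, limma). In DD it had 4.55 ± 2.93 RPKM in the subjective day and 7.74 ± 2.69 RPKM in the subjective night. LD light exceeded the subjective day of DD 8.60-fold, with levels set across 2 tables (log2 3.01, SE 0.283, adjusted p = 2.63e-07, limma). The phase difference of *cry* in LD exceeded that in DD by 2.52 (SE 0.401, adjusted p = 0.00958, limma). Ribonuclease Trv behaved in the same direction, with 11.3 ± 9.18 RPKM in the subjective day and 16.7 ± 4.99 RPKM in the subjective night of DD, and a difference between the regimes of 3.04 (SE 0.549, adjusted p = 0.0222, limma). Together with *vvd*, these were the 3 of 7667 genes called in that comparison, all with larger values in LD, and 72 had an unadjusted p under 0.05.

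For *cry*, JTK_CYCLE gave an adjusted p of 0.0325 in LD and 1 in DD. With a linear trend removed the LD value was 0.248, and with centred libraries 9.57e-05.

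**Figure D1:**
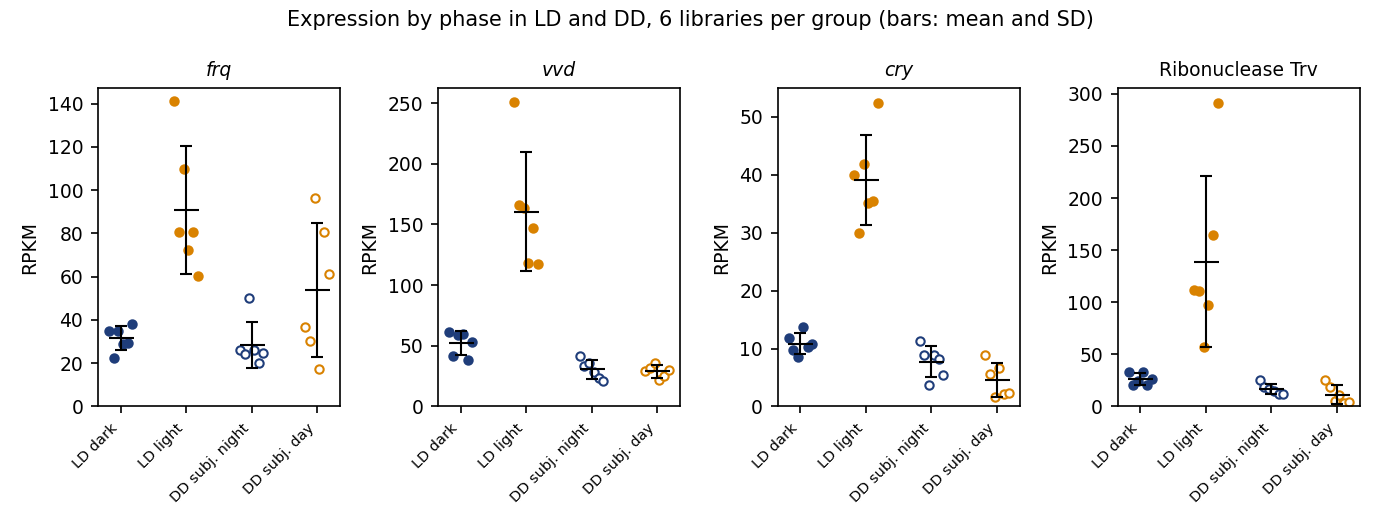
RPKM (vertical axis, starting at 0) of *frq*, *vvd*, *cry* and Ribonuclease Trv in LD dark, LD light, DD subjective night and DD subjective day. Points are the 6 libraries of each phase, and bars give their mean and SD. For *cry* the LD light mean of 39.1 RPKM stands against 4.55 RPKM in the subjective day of DD.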

In *Neurospora*, CRY was shown to be an essential photoreceptor for the correct functioning of a novel *frq*-less-oscillator (FLO) named the CRY-dependent oscillator [71].

We performed enrichment analyses on the rhythmic genes. 

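Ophio5|7932, a small secreted protein whose description names a DNA polymerase, had the largest fall from dark to light among genes whose 6 libraries of one phase lay above all 6 of the other. Its level was 250 ± 120 RPKM in the dark and 37.7 ± 11.1 RPKM in the light, 6.63-fold apart (log2 -2.57, SE 0.298, adjusted p = 2.63e-04, limma). In DD it had 265 ± 158 RPKM in the subjective night and 47.5 ± 55.7 RPKM in the subjective day. The ratio of these means, 5.57, was 9.5 without the library of 40 h. A small secreted protein without a named function, Ophio5|7767, went the other way, with 16.2 ± 16.5 RPKM in the light and 1.31 ± 0.509 RPKM in the dark (log2 2.45, adjusted p = 0.00674, limma), a ratio of means of 12.3 that was 7.46 without the library of 16 h. The adjusted p of the former ranged from 4.04e-05 to 0.0629 and that of the latter from 0.00348 to 0.117 over 6 alternatives. The call of the former ended only in the fit of all 24 libraries together, and that of the latter also without the filter on low RPKM.

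The supplementary annotation describes 335 of the 414 rhythmic genes in LD and all 154 in DD. Signal peptides marked 42 SPs and 25 SSPs in LD, of which 32 and 20 were higher in the dark. In DD there were 15 SPs and 15 SSPs, of which 13 and 12 were higher in the subjective night. Secretion annotation for the rest of the genome was not at hand, so over-representation was not tested.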

For both LD and DD conditions, secreted proteins (SPs) and small secreted proteins (SSPs) were significantly over-represented (i.e. LD: 41 SPs and 25 SSPs, Fisher-exact corrected p-value 3.88E-07 and 0.0029, respectively; and DD: 15 SPs and 15 SSPs, Fisher-exact corrected p-value 0.0008 and 0.00160, respectively). 

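The gene annotated as clock-controlled 6 (Ophio5|8194) was abundant at all times of the course. It had 2015 ± 782 RPKM in the light and 2844 ± 385 RPKM in the dark of LD (log2 -0.57, adjusted p = 0.357, limma). In DD its level was 1323 ± 644 RPKM in the subjective day and 2507 ± 727 RPKM in the subjective night. JTK_CYCLE gave it 0.0573 in LD, at the threshold, and 0.683 in DD. The LD value was 0.158 with centred libraries and 0.0325 with a linear trend removed.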

One of the SSPs was homologous to *clock-controlled gene-6* of *N*. *crassa* (*ccg-6*; NCU01418). Rhythmic expression has been demonstrated for this conidiation-related gene in *N*. *crassa*, which also appears to be photoinducible and developmentally regulated [72]. 

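Most enterotoxin genes were higher in the dark, and protease genes were called in both directions. Of 7 enterotoxins found by description, 6 were rhythmic in LD, 5 of them higher in the dark and 1 in the light. Limma called 3 lower and 1 higher in the light, and 7 passed when adjusted over the list alone. The list holds only genes that the study called rhythmic in these samples, so it is no independent evidence. The heat-labile enterotoxin A gene Ophio5|956 had 19.8 ± 11.7 RPKM in the light and 255 ± 294 RPKM in the dark, 12.9-fold more (log2 -2.73, SE 0.676, adjusted p = 0.0401, limma). The dark mean rests on the libraries of 8 and 32 h, at 694 and 558 RPKM, and without that of 8 h the dark level was 8.43-fold higher, while the dark libraries of 4 and 12 h, at 28.8 and 23.3 RPKM, lay below the light library of 40 h at 40.7 RPKM. A cholera toxin subunit A homolog (Ophio5|5080) had 26.8 ± 9.80 and 115 ± 75.4 RPKM (log2 -1.90, SE 0.339, adjusted p = 0.00774, limma), and a second one (Ophio5|4676) had 203 ± 157 and 434 ± 193 RPKM and did not pass (adjusted p = 0.0919, limma). The enterotoxin with the opposite pattern (Ophio5|8388) is an SSP and had 139 ± 135 RPKM in the light and 24.8 ± 8.10 RPKM in the dark (log2 2.05, SE 0.416, adjusted p = 0.0155, limma), a ratio of means of 5.62 that was 3.5 without the library of 24 h. Over 6 alternatives the adjusted p ranged up to 0.402 for Ophio5|956, 0.263 for Ophio5|5080 and 0.134 for Ophio5|8388, and all 3 calls ended without the filter on low RPKM.

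Of 9 proteases found by description, 7 were rhythmic in LD, 1 of them higher in the light. The sign of the difference puts the other 6 in the dark, although for the subtilisin Spm1 (Ophio5|1621) the levels of both phases were alike, with 458 ± 109 RPKM in the light and 461 ± 75.0 RPKM in the dark (log2 -0.022, adjusted p = 0.972, limma), and the sign turned without the libraries of 12, 24, 36 and 48 h (0.032). Of the 7 with the mean RPKM needed for limma, it called 2 lower and 1 higher in the light. When adjusted over the list alone 6 passed, but this list too holds only genes that the study called rhythmic. An extracellular metalloprotease (Ophio5|8134) had 85.3 ± 24.2 RPKM in the light and 182 ± 56.4 RPKM in the dark (log2 -1.07, adjusted p = 0.0232, limma). An aspartic endopeptidase (Ophio5|1323) had 1.54 ± 0.932 and 4.28 ± 1.30 RPKM (log2 -1.11, adjusted p = 0.0394, limma). The 2 calls had adjusted p-values up to 0.166 and 0.162 under other settings, and ended without the filter on low RPKM.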

Among the rhythmic SPs under LD conditions were five genes encoding enterotoxins and six encoding predicted proteases. These, as well as the potentially bioactive SSPs, could be involved in *O*. *kimflemingiae* interactions with its ant host. Moreover, we found rhythmicity in genes encoding secreted enzymes that have previously been identified as candidate manipulation genes: tyrosinase and protein tyrosine phosphatase, [23].

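The tyrosinase gene (Ophio5|7874), whose product oxidizes phenols and takes part in melanin formation, was expressed at a low level and was higher in the dark. In LD it had 0.673 ± 0.497 RPKM in the light and 2.33 ± 1.26 RPKM in the dark, on average 29.7 and 75.2 reads per library. JTK_CYCLE gave 0.0325, while limma gave a log2 difference of -0.97 that did not pass (SE 0.275, adjusted p = 0.0724). In DD the values were 0.324 ± 0.268 RPKM in the subjective day and 1.45 ± 0.623 RPKM in the subjective night, from 12.8 and 51.3 reads, with an adjusted p of 0.00528 from JTK_CYCLE. That of LD was 0.0573 with centred libraries and 0.158 with a linear trend removed, and that of DD 0.462 and 0.0397.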

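Among the genes rhythmic in LD as well as in DD was a copper transporter of the Ctr family (Ophio5|1830), higher in the dark and in the subjective night. It had 33.9 ± 10.9 RPKM in the light and 81.3 ± 27.1 RPKM in the dark of LD (log2 -1.24, SE 0.237, adjusted p = 0.0119, limma). Levels in DD were 18.6 ± 24.8 RPKM in the subjective day and 78.4 ± 35.0 RPKM in the subjective night. Single libraries ranged from 2.14 to 66.6 RPKM in the subjective day and from 13.6 to 114 RPKM in the subjective night. JTK_CYCLE gave the gene 0.0573 in LD and 0.0397 in DD. The lists of 414 and 154 genes shared 29, of which 7 encode SPs and 5 SSPs. Of the 29, 22 were higher in the dark and 7 in the light. Lists drawn independently would share 7.39 genes (one-sided hypergeometric test, p = 1.56e-10), a figure that treats genes as independent of one another and takes no account of the division of each culture between LD and DD. The ratio of the shared genes to those of independent lists was 3.92, and it was at least as large in 6 of 100 orders of the times applied alike to LD and DD. Apart from the real order, these shared only 2 or 3 genes, against 0.25 to 0.44 for independent lists. Ratios of such small counts cannot decide whether deviations common to LD and DD gave the overlap.

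The shared count was 11, 6, 98, 11, 51, 17, 3, 12, 111, 6 and 17 without the LD and DD libraries of 4, 8, 12, 20, 24, 28, 32, 36, 40, 44 or 48 h. It was 19 with adjusted p-values up to 0.05, 58 with centred libraries, 6 of them among the 29, and 16 with a linear trend removed, 2 of them among the 29.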

Twenty-six genes had rhythmic transcripts under both cycling and free-running conditions (S1A Fig). A relatively low overlap between LD and DD rhythmic transcripts has previously been observed [65–68, 73]. To obtain insight into the biological processes that were rhythmic regardless of LD or DD conditions, we again performed an enrichment analysis. Despite the small number of endogenously cycling genes (26), we again found an over-representation of SPs (six genes) and SSPs (five genes; Fisher-exact corrected p-value 1.95E-05 and 0.0030, respectively). 

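A group of 4 SSPs with no described function had more transcript at night in both regimes. Ophio5|3328 had 11.7 ± 6.29 RPKM in the light and 30.1 ± 7.18 RPKM in the dark (log2 -1.44, adjusted p = 0.0232, limma). Ophio5|3343 had 11.6 ± 4.45 and 46.0 ± 35.2 RPKM (log2 -1.67, adjusted p = 0.0232, limma), with every dark library above every light one. For Ophio5|5066 the levels were 4.69 ± 1.77 and 10.5 ± 2.93 RPKM (log2 -1.01, adjusted p = 0.0292, limma), and for Ophio5|5079 they were 3.09 ± 0.745 and 9.04 ± 4.56 RPKM (log2 -1.20, adjusted p = 0.0253, limma). In DD the subjective night exceeded the subjective day in each, at 27.0 ± 10.3 against 7.31 ± 4.13 RPKM for Ophio5|3328, 44.1 ± 42.6 against 10.7 ± 6.68 RPKM for Ophio5|3343, 8.10 ± 2.97 against 4.00 ± 2.18 RPKM for Ophio5|5066 and 6.81 ± 4.33 against 1.35 ± 1.69 RPKM for Ophio5|5079. JTK_CYCLE gave each of them 0.0397 in DD, and in LD 0.00193 for Ophio5|3328 and Ophio5|5066, 0.00313 for Ophio5|5079 and 0.0573 for Ophio5|3343. Without the filter on low RPKM none of the 4 remained called by limma in LD, and over 6 alternatives the adjusted p reached 0.120, 0.164, 0.200 and 0.224 in the order given above. Limma called none of them in DD, where 0.174 was the smallest adjusted p of any gene, but it called Ophio5|3328 with the harvest slot as a block (0.0468), and Ophio5|3328, Ophio5|3343 and Ophio5|5079 in the fit of all 24 libraries (0.0207, 0.0445 and 0.0207), which was chosen after seeing the data. The ratio of night to day means in DD was 4.13 for Ophio5|3343 and 2.56 without the library of 8 h, and 5.06 for Ophio5|5079 and 10.2 without that of 40 h. Each DD call of JTK_CYCLE ended under at least 1 of 2 alternatives. Centring ended it for Ophio5|3328 (0.0700), Ophio5|3343 (0.118) and Ophio5|5066 (0.462), and removal of a linear trend for Ophio5|3343 (0.683), Ophio5|5066 and Ophio5|5079 (0.118 each). The LD call of Ophio5|3343 also ended with the trend removed (0.0968).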

Nine out of the eleven genes with encoded secretion signals appeared to peak during the dark phase in LD and in the subjective night in DD (Fig 2A). These comprised four unknown SSPs that appear unique to *O*. *kimflemingiae* since they only aligned with deposited sequences of this species in the NCBI Database. 

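Secreted enzymes with higher levels in the dark and in the subjective night differed widely in abundance. The cholera toxin subunit A homolog Ophio5|5080 had 14.6 ± 23.4 RPKM in the subjective day and 87.1 ± 63.9 RPKM in the subjective night of DD (0.0397, JTK_CYCLE). A zinc carboxypeptidase (Ophio5|5337) had 18.4 ± 11.9 RPKM in the light and 45.0 ± 13.5 RPKM in the dark of LD, a log2 difference of -1.49 that just failed to pass (adjusted p = 0.0506, limma). Its DD levels were 10.2 ± 14.6 RPKM in the subjective day and 42.0 ± 17.6 RPKM in the subjective night (0.0110, JTK_CYCLE). The exo-beta-D-glucosaminidase gene (Ophio5|3098) had 0.577 ± 0.419 and 1.56 ± 0.531 RPKM in the light and dark, and 0.370 ± 0.262 and 1.57 ± 1.10 RPKM in the subjective day and night. A gene with a peroxidase domain (Ophio5|1636) had 0.767 ± 0.244 and 1.33 ± 0.423 RPKM in LD, and 0.619 ± 0.414 and 1.51 ± 0.433 RPKM in DD. Neither of these passed in LD by limma (adjusted p = 0.141 and 0.422). JTK_CYCLE's call of Ophio5|3098 ended under centring and under removal of a linear trend in LD (0.158 to 0.248) as in DD (0.193 to 0.462), and that of Ophio5|1636 ended under both in DD (0.303 to 0.462). For Ophio5|5080 the LD call ended under both (0.0968 to 0.559), and removal of the trend ended the DD calls of Ophio5|5080 and Ophio5|5337 (0.118 each). Without the library of 40 h the ratio of night to day means in DD was 16.8 for Ophio5|5080 (from 5.95) and 9.18 for Ophio5|5337 (from 4.10).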

Night-active SPs comprised a chloroperoxidase, an exo-beta-D-glucosaminidase, a metallocarboxypeptidase, an enterotoxin, and a tyrosinase. The other two genes peaked during the (anticipated) light phase and comprised another unique SSP with unknown function and a homolog of the *Aspergillus fumigatus* allergen Asp f9, which is a cell wall glucanase (Fig 2A). 

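The SSP Ophio5|629 and the glucanase Crf1 (Ophio5|4730) were both higher in the light and in the subjective day. Ophio5|629 had 360 ± 212 RPKM in the light and 91.5 ± 54.5 RPKM in the dark (log2 1.91, SE 0.391, adjusted p = 0.0156, limma). In DD it had 1055 ± 1449 RPKM in the subjective day and 98.1 ± 114 RPKM in the subjective night. The subjective day mean rests on the libraries of 24 and 44 h, at 3910 and 1166 RPKM, which also had the lowest median RPKM of all libraries, and the ratio of day to night means of 10.8 was 4.93 without the library of 24 h and 20.5 without that of 12 h. Crf1 had 20.1 ± 4.36 RPKM in the light and 15.0 ± 3.31 RPKM in the dark (log2 0.40, adjusted p = 0.329, limma), and 17.5 ± 5.36 RPKM in the subjective day and 12.6 ± 3.62 RPKM in the subjective night. JTK_CYCLE gave Ophio5|629 an adjusted p of 0.0175 in LD and 0.0214 in DD, and Crf1 0.0449 and 0.0397. For Ophio5|629 the call by limma ended without the filter on low RPKM (0.0133 to 0.284 over 6 alternatives), and that by JTK_CYCLE in DD under centring and trend removal (0.0700 to 0.193). The LD call of Crf1 ended under both (0.248 to 0.378) and its DD call under centring (0.118).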

Two fungal transcription factors (TFs) were also among the endogenously rhythmic genes. We additionally identified a rhythmically expressed histidine phosphotransferase, a gene encoding a predicted two-component regulatory system protein, which would facilitate responses to changing stimuli in the environment [74]. This histidine phosphotransferase, as well as one of the fungal TFs appeared to peak during the (subjective) day, while the other TF showed peaks in expression during the (subjective) night (Fig 2B).

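The histidine phosphotransferase gene HPT1p (Ophio5|1613), which encodes a carrier of phosphate groups in two-component signalling, had 180 ± 41.3 RPKM in the light and 123 ± 18.8 RPKM in the dark of LD. In DD it had 177 ± 43.0 RPKM in the subjective day and 120 ± 44.8 RPKM in the subjective night. The log2 difference in LD of 0.53 did not pass (SE 0.182, adjusted p = 0.142, limma). The Zn(2)-C6 transcription factor Ophio5|2137 was higher by day, with 16.5 ± 6.90 RPKM in the light and 6.26 ± 3.42 RPKM in the dark (log2 1.24, SE 0.310, adjusted p = 0.0421, limma), and 21.5 ± 15.4 RPKM in the subjective day and 6.37 ± 4.91 RPKM in the subjective night. The C6 transcription factor Ophio5|6920 was higher at night, with 0.890 ± 0.308 RPKM in the light and 2.18 ± 0.747 RPKM in the dark (log2 -0.73, adjusted p = 0.0985, limma), and 0.705 ± 1.10 RPKM in the subjective day and 2.99 ± 1.85 RPKM in the subjective night, a ratio of means of 4.25 that was 11.4 without the library of 40 h. JTK_CYCLE gave 0.0175, 0.0325 and 0.00432 in LD for these 3 genes and 0.0397 for each in DD. With centred libraries the LD value was 0.0968 for Ophio5|1613 and Ophio5|2137, and that of Ophio5|2137 was the same with a linear trend removed. All 3 DD calls ended with centred libraries (0.193 for Ophio5|1613, 0.118 for the other two), and with the trend removed those of Ophio5|1613 (0.193) and Ophio5|6920 (0.0700) did. The call of Ophio5|2137 by limma ended under 4 of 6 alternatives (0.0343 to 0.278).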

**Fig 2:**
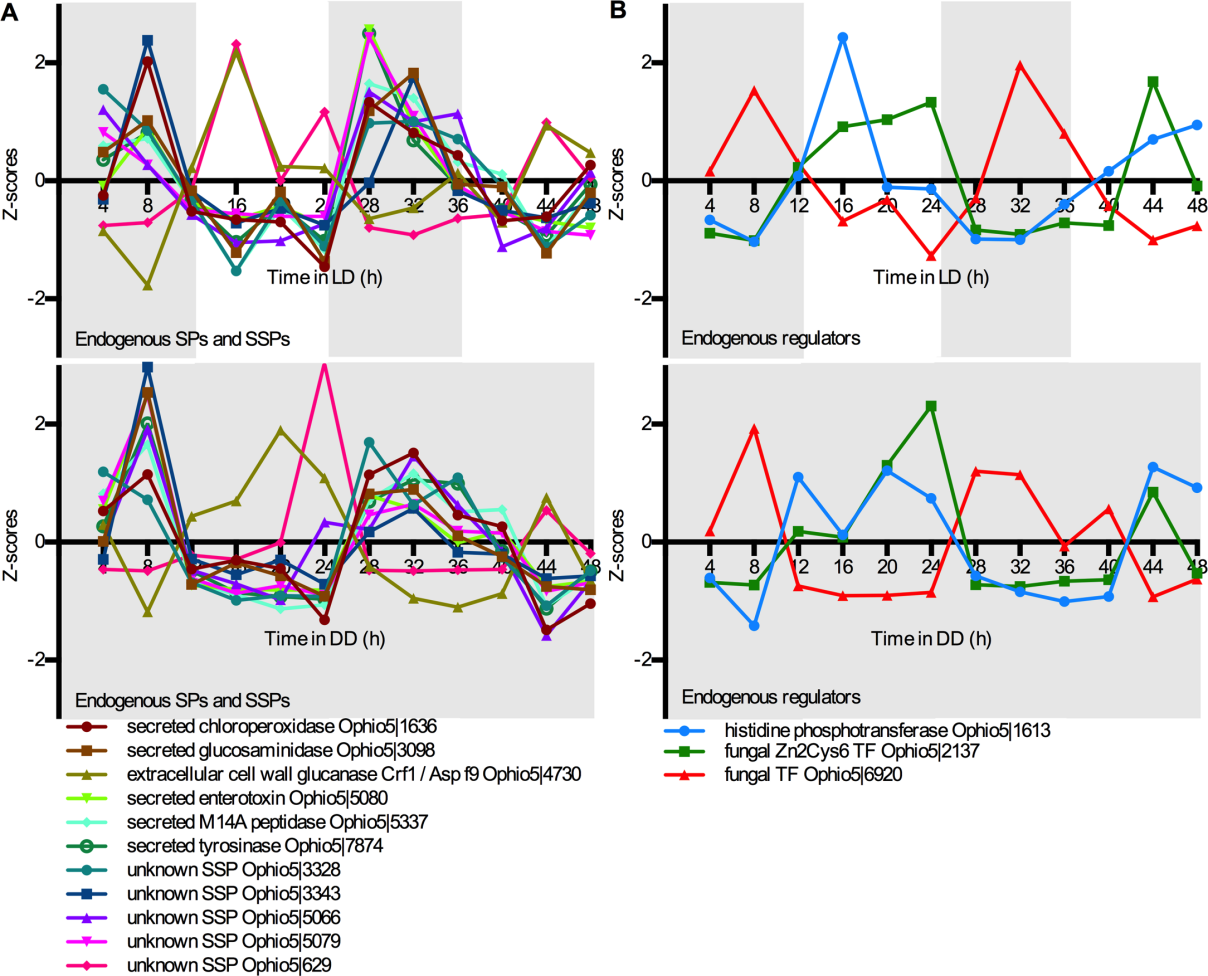
Expression patterns of endogenously cycling genes. (A) Rhythmic mRNA levels of secreted proteins (SPs) and small secreted proteins (SSPs) under cycling (LD) and free-run (DD) conditions. (B) Rhythmic mRNA levels of genes involved in regulatory systems under cycling (LD) and free-run (DD) conditions. Normalized expression levels are plotted as their standard scores (Z-scores) and represent the amplitude of the gene expression observed at that time point versus the mean expression measured over the entire time course of 48 h.

### RT-QPCR verification of rhythmicity

To verify the rhythmic gene expression in our samples, we measured expression of a small subset of genes through RT-QPCR. As target genes, we chose the four clock gene homologs for which experimental evidence in *N*. *crassa* has been reported [63, 75–78]: *frq*, *vvd*, *wc-1* and *wc-2* (Table 2). We added the *O*. *kimflemingiae* homolog for *cry* as a fifth candidate gene (Table 1). All of the genes tested by RT-QPCR were rhythmic in the RNA-Seq data in LD except for *wc-2*, which is constitutively expressed in *Neurospora* [79].

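Transcripts of *wc-2* (Ophio5|889), which encodes the partner of WC-1 in the white collar complex, showed no phase difference that passed a test in either regime. In LD the gene had 128 ± 73.1 RPKM in the light and 150 ± 41.9 RPKM in the dark (log2 -0.35, SE 0.278, adjusted p = 0.600, limma). Its DD levels were 57.7 ± 15.4 RPKM in the subjective day and 100.0 ± 45.8 RPKM in the subjective night (log2 -0.71, adjusted p = 0.344, limma). JTK_CYCLE gave 1 in LD and 0.303 in DD. The gene was not steady over the course, since single libraries ranged from 69.0 to 267 RPKM in LD and from 40.7 to 165 RPKM in DD.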

For normalization purposes, we selected candidate reference genes that showed non-rhythmic expression according to the RNA-Seq data. These reference genes were chosen from a pool of 177 genes that did not have cycling transcripts and showed the least expression variations in the RNA-Seq datasets produced in this study and in a previous behavioral manipulation study in *O*. *kimflemingiae* [23] (see Materials and methods section for details). 

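Genes with steady transcripts were sought with the 3 criteria that can be applied to the 24 libraries. In LD 1545 genes and in DD 664 genes had a highest value less than 2 times the lowest, and 345 met this in both courses. A coefficient of variation of at most 5% on the log2 scale was met by 179 of them, and leaving out rhythmic genes gave a pool of 175. The dataset of the earlier behavioural study, which the paper also used, was not among the files. With libraries centred on their medians, the pool held 576 genes.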

An enrichment analysis using these genes revealed that annotations such as nucleotide, ribonucleoside and ion binding functions, as well as genes with an RNA recognition motif, were over-represented. In addition, (small) secreted proteins were under-represented. After performing RT-QPCR on five of these genes, we used RefFinder [49] to select the two genes that showed the most consistent gene expression across all samples: Ophio5|2167 and Ophio5|2393 (Table 1). Both genes have been functionally predicted to be involved in nucleic acid binding (GO term), and more specifically in RNA binding (Pfam domains). 

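Ophio5|2167 and Ophio5|2393 varied little in either light regime. Ophio5|2167 had 59.7 ± 7.39 RPKM over the 12 LD libraries and 53.0 ± 4.57 RPKM over the 12 DD libraries, with a highest value 1.48 and 1.32 times the lowest. Ophio5|2393 had 145 ± 16.1 and 141 ± 16.3 RPKM, with ratios of 1.39 and 1.40. Of the 5 genes tried as references, 4 were in the pool, and Ophio5|6497 was not, with a highest value 2.46 times the lowest in LD and 4.64 times in DD.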

The Genorm score, according to ThermoFisher’s Relative Quantification Cloud Software, for both genes was 0.401.

We generated RT-QPCR data from the biological samples that were used to obtain the RNA-Seq dataset (Time Course 1; TC1). In addition, we conducted RT-QPCR on an independently obtained biological replicate for both LD and DD conditions (Time Course 2; TC2). The Z-scores for the normalized RT-QPCR data (RT-QPCR TC1 and RT-QPCR TC2) are plotted together with those for the RNA-Seq profiles (RNASeq TC1) in Fig 3. The means of these three curves and the Standard Error of the Mean (SEM) have been calculated for each time point as well (S2 Fig). Rhythmic genes that were highly expressed (RPKM values) and that displayed a high amplitude (Amp), generally returned lower SEMs. As such, *frq* (average 61.2 RPKM with Amp 35.0), *vvd* (average 73.3 RPKM with Amp 106.4) and *cry* (average 25.0 RPKM with Amp 17.8) under LD conditions (Fig 3 and S2A–S2C Fig) returned average SEMs between 0.19 and 0.22. 

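Amplitudes of *frq*, *vvd* and *cry* were large compared with their means in LD. Over the 12 LD libraries *frq* had a mean of 61.2 ± 37.1 RPKM and an amplitude of 35.0 RPKM. Mean and amplitude were 106 ± 65.9 and 73.3 RPKM for *vvd*, and 25.0 ± 15.7 and 17.8 RPKM for *cry*. The best period was 24 h for *frq* and *vvd* and 28 h for *cry*, with peaks at 20, 22 and 22 h, in the second part of the light phase.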

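White collar 1 (Ophio5|4975), a blue-light receptor and transcription factor, was somewhat higher in the dark. It had 34.5 ± 4.54 RPKM in the light and 45.3 ± 3.86 RPKM in the dark, and 5 of 6 dark libraries lay above all light libraries. The log2 difference of -0.39 did not pass (SE 0.151, adjusted p = 0.196, limma). Over the 12 LD libraries the mean was 39.9 ± 6.95 RPKM and the amplitude 8.31 RPKM, with a peak at 4 h and a best period of 28 h. Its JTK_CYCLE value sets the threshold for calling genes rhythmic, and became 0.0325 with centred libraries and 0.248 with a linear trend removed.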

For *wc-1*, a rhythmic gene with a lower amplitude under LD conditions (average 39.9 RPKM with Amp 8.3), the SEM was higher (average SEM = 0.48; Fig 3 and S2D Fig). The dispersion in the data for this gene, therefore, makes the claim for rhythmicity unwarranted at this time. Expression patterns under DD conditions generally returned higher SEMs as well (average SEMs: 0.33–0.54). The low amplitudes for *frq*, *vvd*, *cry*, and *wc-1* (Amp 2.6–9.3 RPKM) also resulted in expression patterns that displayed more variation across time course experiments (Fig 3 and S2F–S2I Fig).

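In DD the fitted amplitudes of these 4 genes were lower than or close to those in LD. They were 2.64 RPKM for *frq*, at a mean of 41.1 ± 25.7 RPKM, and 5.53 RPKM for *vvd*, at 29.7 ± 6.34 RPKM. For *cry* the amplitude was 3.56 RPKM at a mean of 6.14 ± 3.16 RPKM, and for *wc-1* it was 9.28 RPKM at 38.1 ± 10.6 RPKM. The best fits had periods of 28 h for *frq* and *cry* and of 20 h for *vvd* and *wc-1*, none of them called rhythmic. The spread of *frq* came from the libraries of 24, 44 and 48 h, at 96.4, 80.6 and 61.0 RPKM, while its 9 other libraries lay between 17.4 and 50.0 RPKM.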

**Fig 3:**
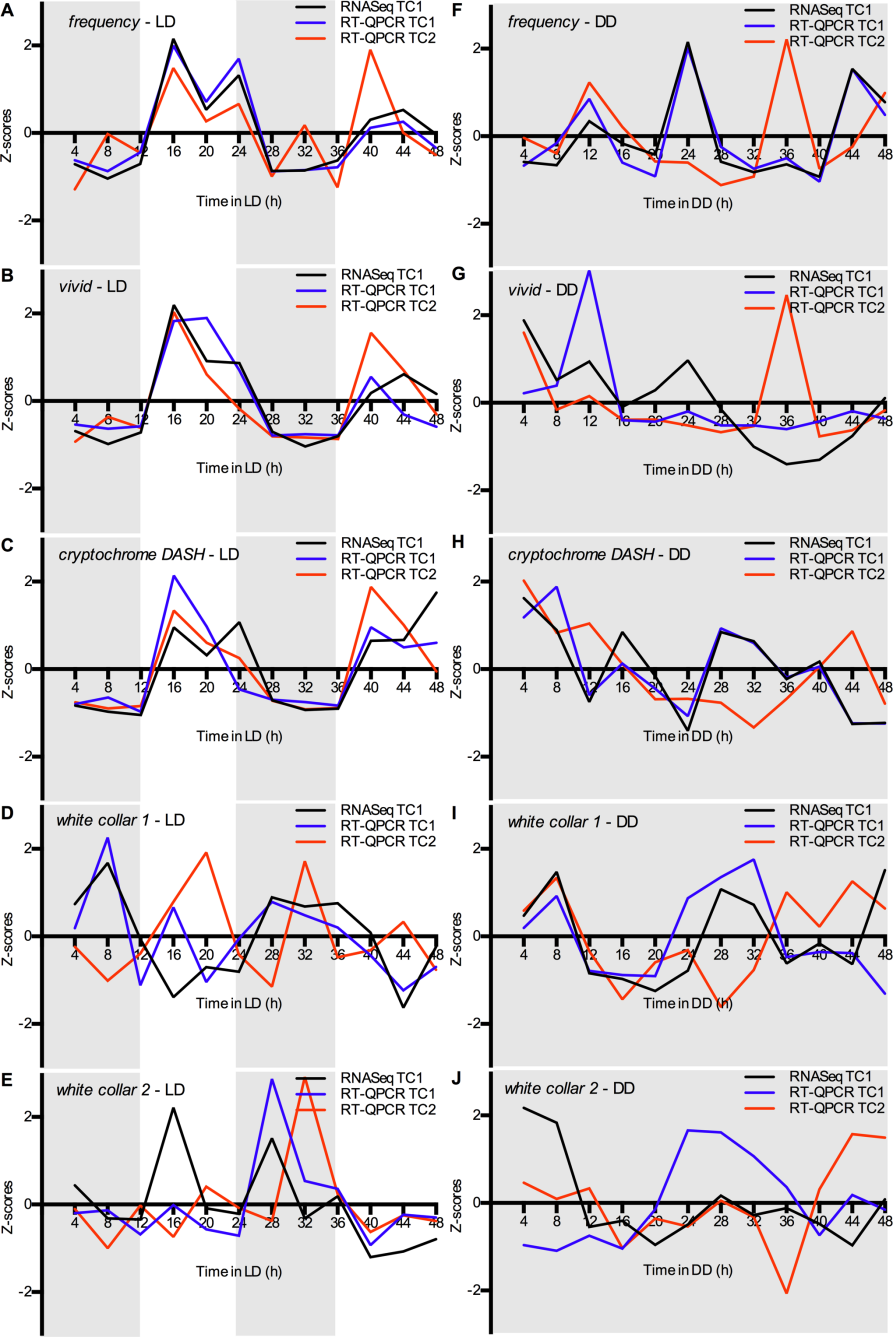
Expression of candidate genes involved in circadian regulation. Expression profiles of four *O*. *kimflemingiae* clock gene homologs and *cryptochrome* over the course of 48 h under LD (A-E) and DD (F-J) conditions. Black lines and blue lines represent RNA-Seq expression levels and RT-QPCR data, respectively, obtained from the same biological replicate (Time Course 1, i.e. TC1). Red lines represent RT-QPCR data obtained from an independently obtained biological replicate (Time Course 2, i.e. TC2). Normalized expression levels are plotted as Z-scores and represent the amplitude of the gene expression observed at that time point versus the mean expression measured over the entire time course of 48 h.

### Cluster analysis reveals predominantly day- or night-active genes

Concentrations of expression to specific times of day have been observed in *Neurospora*, where circadian transcripts generally peak at different times depending on their function [33, 34]. Here, we performed cluster analyses on rhythmic genes in *O*. *kimflemingiae* (JTK_CYCLE at p≤0.057) to determine time-of-day (phase) expression. 

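Peak times of rhythmic genes fell into a pair of windows, one in the dark and one in the light. In LD, 151 genes peaked from 4 up to 12 h and 223 from 16 up to 24 h, taking the time of the peak within a day. Only 31 peaked in the first 4 h of the dark and 9 in the first 4 h of the light. In DD, 105 genes peaked from 4 up to 12 h of the subjective night and 34 from 16 up to 24 h of the subjective day. The windows of 4 h just after the change of phase held 11 and 4 genes. The grid of JTK_CYCLE places peaks only at fixed steps, so finer timing was not resolved.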

The majority of genes with rhythmic transcripts cluster into either the light or the dark phase (as opposed to dawn/dusk [34]; Fig 4). In LD, 52% of the cycling genes were up-regulated in the light phase and down-regulated in the dark. 

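Day-active genes in LD included protein kinases, DNA repair genes and ribosome biogenesis genes. Of 11 kinases and phosphotransferases found by description, 9 were rhythmic in LD and all 9 were higher in the light. Among them, the MAP kinase kinase PBS2 (Ophio5|6451) had 30.4 ± 7.98 RPKM in the light and 18.4 ± 2.70 RPKM in the dark, the casein kinase II beta subunit (Ophio5|2635) 202 ± 84.3 and 122 ± 11.2 RPKM, and a Wee kinase (Ophio5|1380) 34.7 ± 11.2 and 21.7 ± 6.22 RPKM. None of the 11 passed over all genes by limma, and 7 did when adjusted over the list alone. The 4 DNA repair and photolyase genes were all rhythmic and day-active, with *cry* called by limma and 2 called when adjusted over the list alone. The DNA repair gene Mms21 (Ophio5|6594), the neighbour of *vvd* by gene number, had 108 ± 63.7 RPKM in the light and 52.6 ± 11.0 RPKM in the dark. All 3 genes of ribosome biogenesis were day-active, and the nucleolar subunit Utp14 (Ophio5|6997) was called by limma at 54.4 ± 14.8 against 28.5 ± 6.69 RPKM (log2 0.90, adjusted p = 0.0342), as were all 3 when adjusted over the list alone. Of 4 ribosomal protein genes, 3 were higher in the light and 2 passed when adjusted over the list alone. Descriptions exist only for genes that the study called rhythmic in these samples. How many genes of a list were rhythmic, or passed over the list alone, is therefore no independent evidence.

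By the sign of the difference between light and dark, 227 of the 414 rhythmic genes in LD were day-active, 54.8% (95% Wilson interval 50.0% to 59.6%). Over all genes with a mean RPKM of at least 1 the share higher in the light was 48.2% (two-sided exact binomial test, p = 0.00786, taking genes as independent).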

The opposite expression pattern was observed in 40% of the genes: up-regulation during the dark phase and down-regulation during the light phase (Fig 4A). 

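Night-active genes in LD, 187 or 45.2% of the rhythmic genes, included a polyketide synthase. The polyketide synthase Ophio5|1448 had 3.30 ± 1.67 RPKM in the light and 8.98 ± 4.94 RPKM in the dark (log2 -1.17, adjusted p = 0.0498, limma). Of 5 polyketide and nonribosomal peptide synthases, 2 reached the mean RPKM needed for limma, which called this 1, and both passed when adjusted over the list alone. All 5 were rhythmic, 3 of them higher in the dark. Glycoside hydrolases were divided, with 8 of 8 rhythmic, 4 higher in the light and 4 in the dark. Among these, limma called only the six-hairpin glycosidase, higher in the light, and 7 passed when adjusted over the list alone. Of 5 cytochrome P450 genes, 1 was rhythmic and day-active and 2 were rhythmic and night-active. The day-active monooxygenase (Ophio5|6123), with 36.4 ± 9.64 RPKM in the light and 19.7 ± 5.47 RPKM in the dark, was called by limma (log2 0.85, adjusted p = 0.0385). It was 1 of 3 of these genes with the mean RPKM needed for limma, and all 3 passed when adjusted over the list alone. As these lists hold only genes that the study called rhythmic in these samples, they are no independent evidence.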

We observed a similar pattern under DD conditions, where 25% of rhythmic genes were up-regulated during the subjective day and down-regulated during subjective night. 

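Day-active genes in DD numbered 42 of 154, 27.3% (95% Wilson interval 20.9% to 34.8%). A gene of ribosomal small subunit assembly (Ophio5|4457) was among them, with a log2 difference of 1.17 between subjective day and night. A kinase gene (Ophio5|8144) differed by 1.17 as well, and 3 of the 11 kinases and phosphotransferases were rhythmic in DD, each higher in the subjective day. The share of day-active genes was 35.1% with libraries centred on their medians.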

For 64%, the peak expression was in the subjective night (Fig 4B). The majority of rhythmic genes in DD thus had peak expression during the subjective night. Indeed, when we looked at the 26 genes that are cycling in both LD and DD, nineteen (73%) of them peaked during the dark or subjective night phase. 

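Enterotoxin, protease and transporter genes were among the 112 rhythmic genes of DD, 72.7%, with more transcript in the subjective night. A heat-labile enterotoxin of type IIb (Ophio5|3913) had 783 ± 415 RPKM in the subjective night and 145 ± 235 RPKM in the subjective day. Its single libraries ranged from 66.2 to 1244 RPKM in the subjective night and from 14.1 to 618 RPKM in the subjective day. All 9 proteases with a secretion signal were higher in the subjective night, and 3 of them were rhythmic. Genes in general leaned the same way in DD, where 73.7% of genes with a mean RPKM of at least 1 were higher in the subjective night. The share among rhythmic genes did not differ from that background (two-sided exact binomial test, p = 0.784). That background depends on the scaling of libraries. With libraries centred on their medians, the median difference in DD over the genes tested by limma was -0.0144, while 35.1% of the rhythmic genes were day-active. The test was not repeated with centred libraries.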

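Of the 29 genes rhythmic in both regimes here, 22 were higher in the dark and in the subjective night, 75.9%, and 7 were higher in the light and in the subjective day. No gene changed sides between LD and DD. Among the 26 genes on both of the study's lists, 19 were night-active and 7 day-active by the same measure, and among the 11 of them with a secretion signal, 9 and 2. A gene with more transcript at night in LD and in DD has the same direction as most genes have in DD, where the median difference is negative.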

We again did another cluster analysis on all rhythmic genes found under LD conditions with concatenation of their expression levels in DD (Fig 5). 

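The 227 day-active genes of LD were followed into constant darkness, where their mean log2 level was 0.45 higher in the subjective day than in the subjective night (two-sided exact permutation test over 924 splits of the 12 libraries, p = 0.0476). The difference was 0.66 in the first day of the course and 0.24 in the second. In DD, 189 of the 227 were higher in the subjective day, and 7 were rhythmic by JTK_CYCLE. In LD the same genes differed by 0.71, with 0.89 in the first day and 0.53 in the second. All genes with a mean RPKM of at least 1 shifted by -0.31 in DD (p = 0.171, exact permutation test), so the day-active genes stood 0.75 above the median of these genes (p = 0.0325, exact permutation test). The shift was -0.18 in the first day and -0.44 in the second, and relative to the median of all genes the day-active genes differed by 0.82 and 0.68. The median amplitude of the day-active genes was 10.5 RPKM in LD and 8.32 RPKM in DD, with a median ratio of 0.894. The difference lost its p under 0.05 without the library of 8 h (0.42, p = 0.0844), 16 h (0.38, p = 0.0996), 20 h (0.37, p = 0.0996), 24 h (0.38, p = 0.0996), 28 h (0.43, p = 0.0758), 32 h (0.40, p = 0.0844), 36 h (0.42, p = 0.0823) or 44 h (0.45, p = 0.0758), all from exact permutation tests. It also did so without the libraries of 12, 24, 36 and 48 h (0.54, p = 0.0857, exact permutation test). The same held without those of 24, 44 and 48 h (0.49, p = 0.0714, exact permutation test), chosen after seeing the data. None of these tests takes account of the division of each culture between LD and DD, whose libraries of the same sampling time deviated together.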

The resulting heat map visualizes how rhythmicity of many genes that peaked in the light phase damp after 24 h in DD. Conversely, many genes that are up-regulated during the dark phase remained rhythmic in DD. This suggests that the majority of the rhythmic day-active genes are probably light-driven rather than endogenously rhythmic. 

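Night-active genes of LD kept their direction in constant darkness almost without exception. The mean log2 level of the 187 genes was 1.11 lower in the subjective day than in the subjective night (difference -1.11, two-sided exact permutation test, p = 0.0216), and -1.15 and -1.07 in the first and second day. Of the 187, 185 were higher in the subjective night and 22 were rhythmic by JTK_CYCLE in DD. Relative to the median of all genes the difference was -0.81 (p = 0.0216, exact permutation test), with -0.99 in the first day and -0.63 in the second. In LD these genes differed by -0.83. Their median amplitude was 4.08 RPKM in LD and 4.98 RPKM in DD, with a median ratio of 1.13. Without the libraries of 12, 24, 36 and 48 h the difference was -1.24 (p = 0.0571, exact permutation test). Without those of 24, 44 and 48 h, chosen after seeing the data, it was -0.72 (p = 0.167, exact permutation test). These tests take no account of the division of each culture between LD and DD. With the times shuffled alike in both regimes, day-active and night-active lists were chosen anew in LD. The DD difference of the former minus that of the latter was positive in 87 of 99 other orders. Its median was 0.12, against 1.56 in the real order, and the night-active list was not examined by itself.

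**Figure D2:**
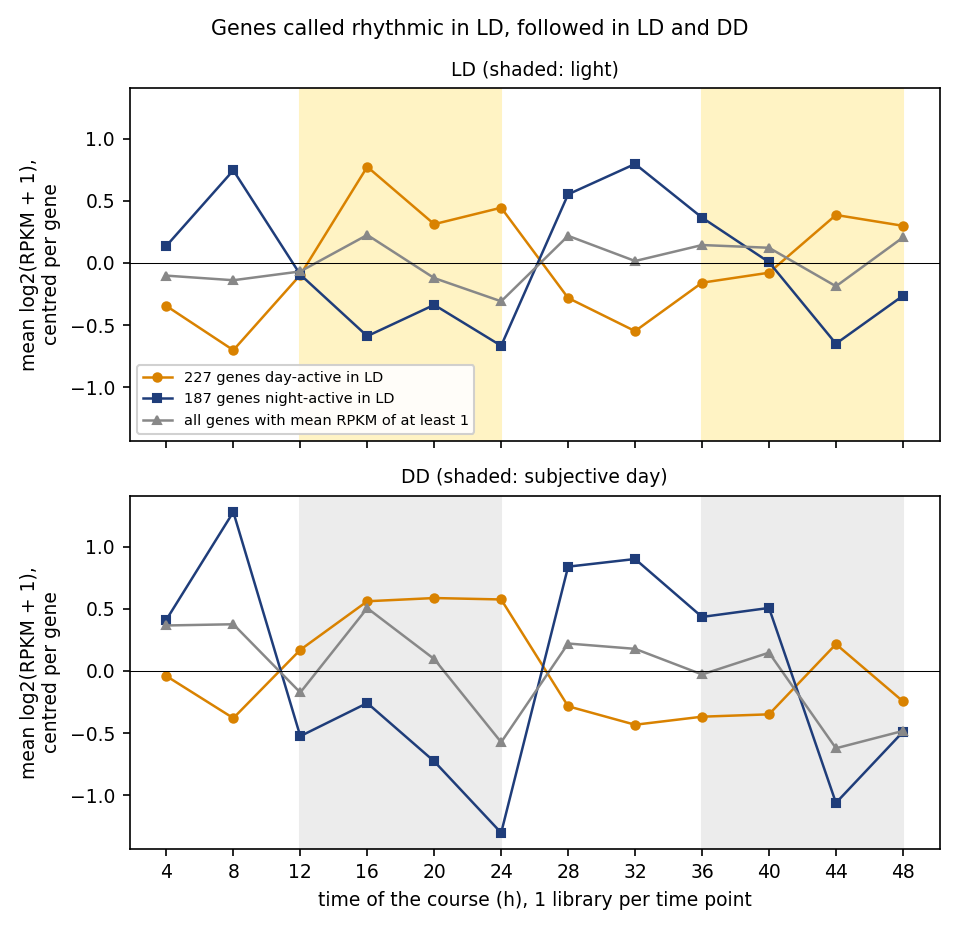
Mean log2(RPKM + 1), centred per gene (vertical axis), against the time of the course in hours (horizontal axis) for the 227 day-active and 187 night-active genes of LD and for all genes with a mean RPKM of at least 1. The upper panel shows LD with the light phase shaded and the lower panel DD with the subjective day shaded, with 1 library per time point. In DD the night-active genes lie 1.11 lower in the subjective day than in the subjective night, and the day-active genes 0.45 higher.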

Among the night-active genes, endogenous rhythmicity seems more likely to be found.

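Day-active and night-active genes of LD differed in how many were called rhythmic in DD, 7 of 227 against 22 of 187 (two-sided Fisher's exact test, odds ratio 4.19, p = 7.56e-04). That test takes genes as independent of one another, although all were measured in the same 12 DD libraries. Together these are the 29 shared genes, a count that ran from 3 to 111 with 1 time point left out. The mean differences of the day-active and night-active groups in DD lay 1.56 apart on the log2 scale (p = 0.0195, exact permutation test). That p takes no account of the deviations that LD and DD libraries share. With the times shuffled alike in both regimes, 3 of 100 orders gave as large a difference. Of the 99 orders other than the real one, 87 gave a positive difference. Among genes that limma called in LD, 68 of 80 day-active and 85 of 85 night-active ones kept their direction in DD. The former differed by 1.30 in LD and 0.67 in DD on average, and the latter by -1.44 and -1.92. All genes together were lower in the subjective day of DD, which acts against day-active and in favour of night-active genes in these counts. From the loss of rhythm after a day in constant darkness, the paper proposes that light drives most of the rhythmic day-active genes. From the genes that stayed rhythmic, it proposes that endogenous rhythms are more likely to be found among night-active genes.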

**Fig 4:**
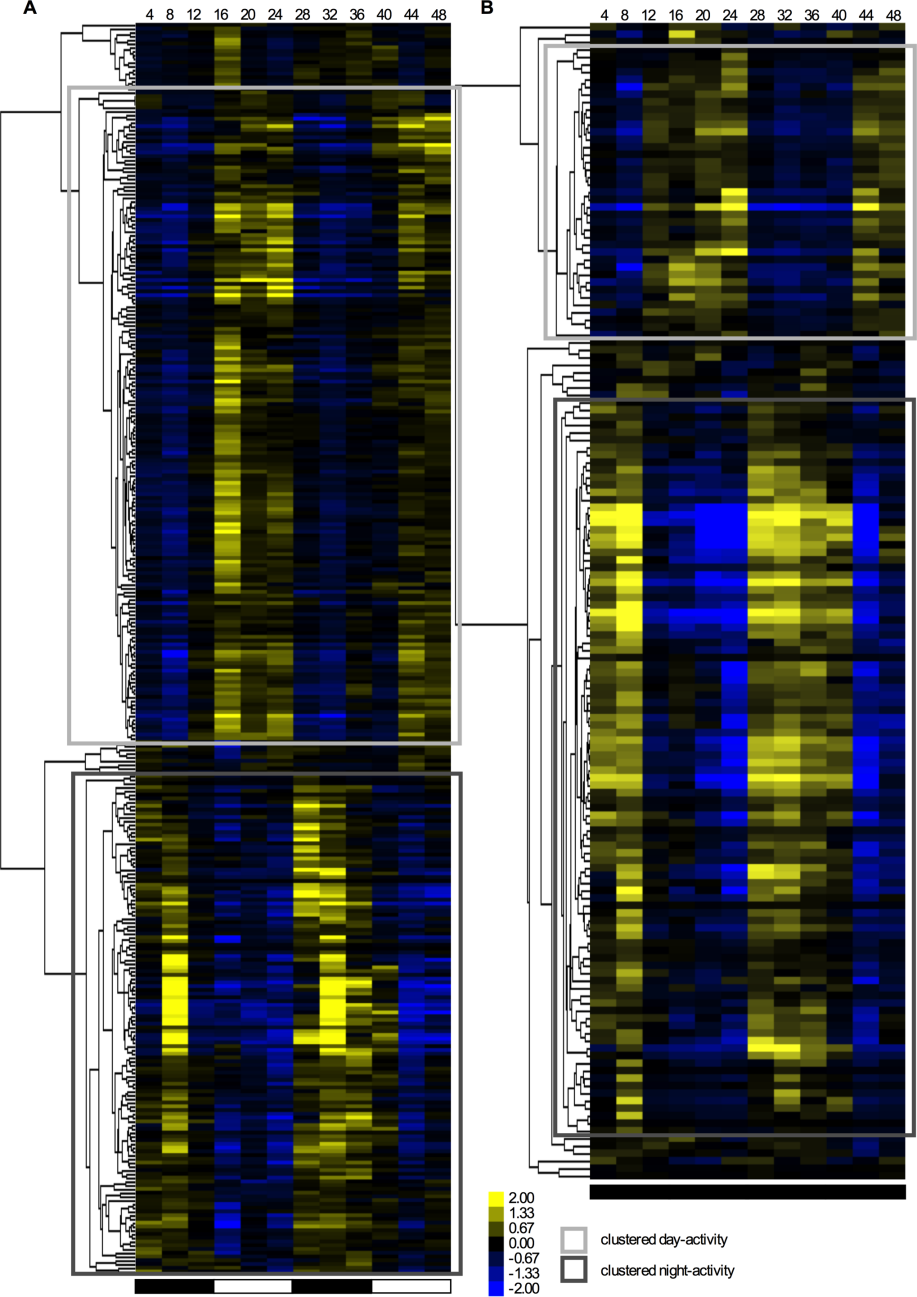
Clustering of genes with rhythmic transcripts. (A) A heat map representation of the clustering of genes found to have rhythmic transcripts based on their expression profiles over a time course of 48 h in LD. (B) A heat map representation of the clustering of genes found to have rhythmic transcripts based on their expression profiles over a time course of 48 h in DD. The squares indicate two clusters: genes showing up-regulation during the light phase (light grey squares), and genes showing up-regulation during the dark phase (dark grey squares).

**Fig 5:**
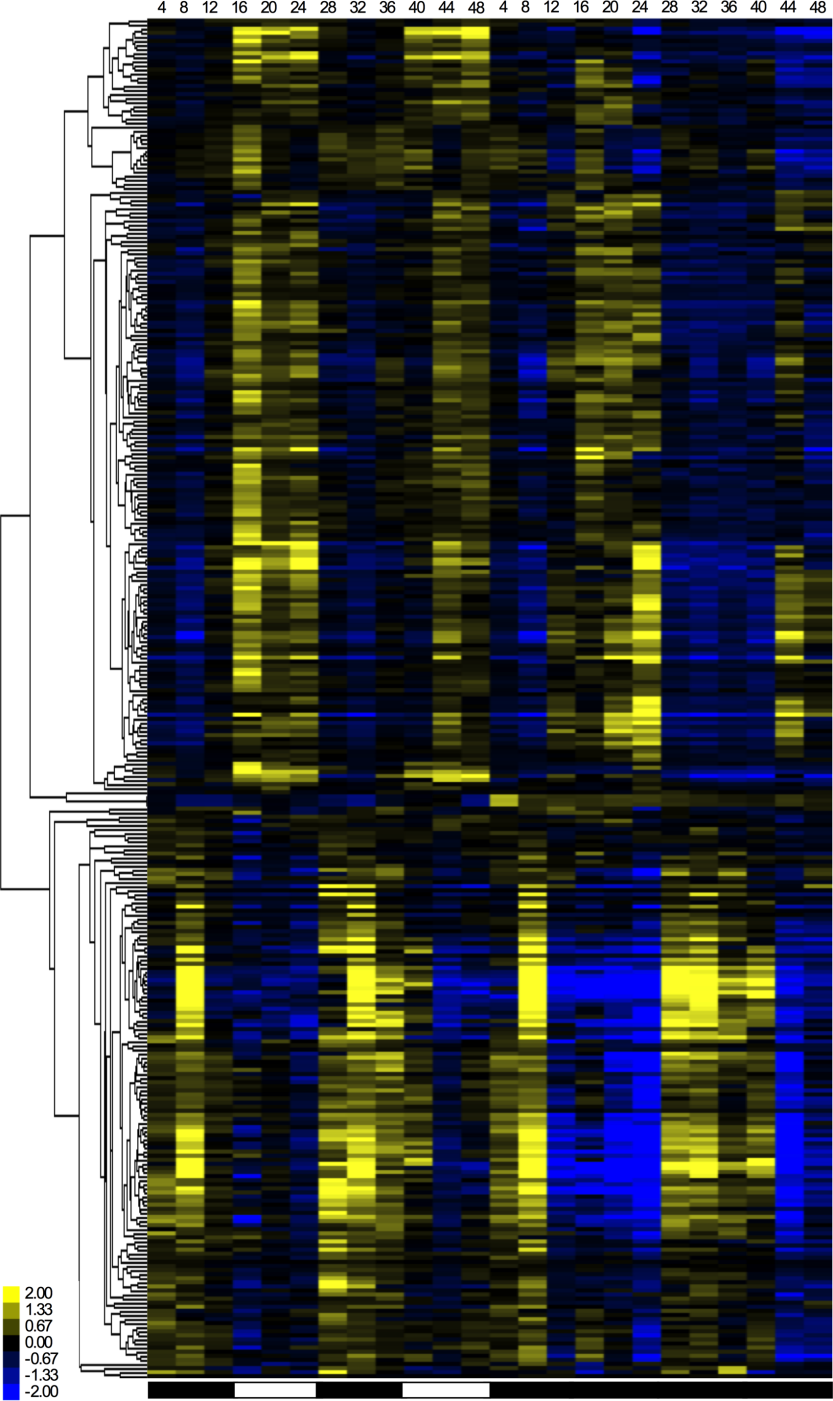
Heat map of gene expression patterns in LD and DD cultures. A heat map representation of genes found to oscillate in their expression over 48 h in LD conditions is concatenated with their expression profiles over 48 h in DD conditions.

To obtain insight into the biological processes that are represented during the (subjective) light and dark phases, we performed enrichment analyses on the functional annotations of the genes within these clusters. Information about annotations and clustered activity for each rhythmic gene can be found in S1 and S2 Data Files. Among the genes that peak in the light phase, TFs were significantly over-represented (11 genes, corrected p-value 0.003). 

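Transcription factors made up 12 of the 185 described day-active genes of LD and 2 of the 150 described night-active genes (two-sided Fisher's exact test within the rhythmic genes, p = 0.0255). With the study's own assignment to the phases, the numbers were 11 of 172 and 2 of 134 (p = 0.0445, two-sided Fisher's exact test). The comparison is with the other phase, as the annotation at hand does not cover the genome. It takes genes as independent of one another, although all were measured in the same 12 LD libraries.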

During the dark phase, under cycling conditions, a significant over-representation for SPs and SSPs was found (50 genes total, corrected p-values 1.13E-16 and 4E-07, respectively). 

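Secreted proteins were more frequent among night-active than among day-active genes of LD. Of 150 described night-active genes, 32 encode SPs and 20 encode SSPs, against 10 and 5 of 185 day-active genes. The odds ratio was 4.75 for SPs (two-sided Fisher's exact test, p = 1.97e-05) and 5.54 for SSPs (p = 2.62e-04). Both kinds together gave 6.01 (p = 1.34e-09), and 6.72 with the study's assignment to the phases. Peptidases in the MEROPS annotation did not differ between the phases, with 5 of 150 and 4 of 185 genes (p = 0.521, two-sided Fisher's exact test). These tests take genes as independent of one another, although the phases of all of them come from the same 12 LD libraries.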

In fact, they comprised 37% of all genes that peaked in the dark. Among these genes were five annotated enterotoxins with secretion signals, and four annotated proteases, as well as the above-mentioned tyrosinase, predicted to be secreted, protein tyrosine phosphatase, and homolog of *N*. *crassa ccg-6*. 

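Genes with a secretion signal made up 34.7% of the described night-active genes of LD, 52 of 150, and 8.11% of the day-active genes, 15 of 185. With the study's assignment to the phases the shares were 37.3% (50 of 134) and 8.14% (14 of 172).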

In DD, enrichments were only found among the genes that peaked during the subjective night. 

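Secretion signals were carried by 25 of the 112 rhythmic genes with more transcript in the subjective night, 22.3%, and by 5 of the 42 with more in the subjective day, 11.9%. The difference did not pass a test within the rhythmic genes of DD (two-sided Fisher's exact test, odds ratio 2.13, p = 0.175). With the study's assignment to the phases the numbers were 23 of 98 and 4 of 39 (odds ratio 2.68, p = 0.0977, two-sided Fisher's exact test).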

Again, SPs and SSPs were over-represented (23 genes total, corrected p-values 0.0002 and 0.0006, respectively), as well as genes encoding for secondary metabolites from annotated Cluster 8 (2 out of a total of 5 genes within the cluster, corrected p-value 0.0012). These secondary metabolites are both annotated to be involved in oxidation-reduction processes (a predicted P450 monooxygenase and a FAD dependent monooxygenase). 

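The P450 monooxygenase (Ophio5|2264) and the FAD dependent monooxygenase (Ophio5|2267) of this cluster had very low levels. Ophio5|2264 was listed at 0 in all 6 libraries of the subjective day and had 0.115 ± 0.113 RPKM in the subjective night, from 1 to 11 reads per library. Ophio5|2267 had 0.0675 ± 0.0942 RPKM in the subjective day and 0.763 ± 1.06 RPKM in the subjective night, on average 2.17 and 18.8 reads. JTK_CYCLE gave 0.00813 and 0.0162 in DD, and neither gene reached the mean RPKM of 1 needed for limma. For Ophio5|2267 the ratio of night to day means of 11.3 was 4.93 without the library of 8 h and 19.9 without that of 40 h. Under centring and under removal of a linear trend both calls ended (0.303 to 1 for Ophio5|2264 and 1 for Ophio5|2267).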

Among the genes with secretion signals were the genes that appeared to be expressed in the (subjective) night in Fig 2. We also identified another endopeptidase, predicted to be secreted, a glycosyl hydrolase, and various SPs and SSPs with unknown function. This suggests that while a significant number of TFs are expressed during the light phase, the rhythmic *O*. *kimflemingiae* genes encoding enzymes and small bioactive compounds that may interact with the ant host are predominantly expressed during the dark phase.

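The aspartic endopeptidase Ophio5|1323 had 0.730 ± 0.749 RPKM in the subjective day and 3.53 ± 1.39 RPKM in the subjective night of DD, from 29.7 and 126 reads on average, and the ratio of these means of RPKM, 4.84, was 7.83 without the library of 40 h. JTK_CYCLE gave 0.00528 in DD and 0.158 in LD, while limma called the gene in LD and not in DD (log2 -1.41, adjusted p = 0.196). Among 8 glycoside hydrolases found by description, the exo-beta-D-glucosaminidase was rhythmic and night-active in DD and the glucanase Crf1 rhythmic and day-active. With a linear trend removed the DD value of Ophio5|1323 from JTK_CYCLE was 0.193, and limma called it in DD with the harvest slot as a block (0.0468) and in the fit of all 24 libraries (0.0207, chosen after seeing the data).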

## Conclusions

In this study, we have provided the first evidence that the behavior manipulating fungus *O*. *kimflemingiae* has a circadian clock. Using a culture method that allows for the performance of time course experiments in LD and in DD, we have demonstrated that *O*. *kimflemingiae* cultures exhibit daily oscillations in their mRNA levels. We identified homologs of fungal clock genes in the genome of *O*. *kimflemingiae* and confirmed their rhythmicity in LD with RNA-Seq and RT-QPCR. Among the other rhythmic, likely clock-controlled, genes (ccg’s), a significant number are predicted to be involved in parasite-host interactions. These could thus be important in establishing behavioral manipulation. Our finding that the activity patterns of these ccg’s are seemingly synchronized to a certain time of day additionally indicates that daily timing could be involved in insect infection and manipulation. Our data thus sets the stage for further detailed investigations of the involvement of biological clocks in the mechanisms of infection and manipulation. At this time, clock knock-outs can not yet be made for *O*. *kimflemingiae*. The development of the molecular tools to facilitate this will aid in the true characterization of the core clock homologs in this fungus and how they potentially regulate effector genes. This will lead to a better understanding of the pathways and timing that lead to key parasite-host interactions that are taking place. Such an understanding may eventually support development of more effective strategies for the biological control of insect pests.

## Supporting information

S1 Table Culturing conditions trials. Media compositions and culturing conditions tested to induce *O*. *kimflemingiae* blastospore growth.
(DOCX)

S1 Fig Summary of JTK_CYCLE results. (A) Venn diagram of all rhythmic candidates found in this study under LD and DD conditions. (B) Histogram visualizing the frequency of the periods found for all rhythmic candidates under LD and DD conditions. The median period under LD conditions was 24 h, while under DD conditions we found a median period of 26 h.
(TIFF)

S2 Fig Expression of candidate genes involved in circadian regulation. Expression profiles of four *O*. *kimflemingiae* clock gene homologs and *cryptochrome* over the course of 48 h under LD (A-E) and DD (F-J) conditions. Normalized expression levels from RNA-Seq and RT-QPCR data obtained from the same biological replicate (Time Course 1), and RT-QPCR data obtained from an independently obtained biological replicate (Time Course 2) have been plotted as mean Z-scores. Error bars indicate Standard Error of the Mean.
(TIFF)

S1 Data File Rhythmic genes under LD conditions. All genes found to be cycling with a likelihood of p≤0.057 (p-value *wc-1* set as threshold) under LD conditions in the 4h-interval dataset. For each gene the ProteinID is given, as well as its functional annotation, the NCBI blast result, the JTK_CYCLE output, the expression values (RPKM) of each time course sample under LD and DD conditions, and the clustered day or night-activity.
(XLSX)

S2 Data File Rhythmic genes under DD conditions. All genes found to be cycling with a likelihood of p≤0.057 under DD conditions in the 4h-interval dataset. For each gene the ProteinID is given, as well as its functional annotation, the NCBI blast result, the JTK_CYCLE output, the expression values (RPKM) of each time course sample under DD conditions, and the clustered day or night-activity.
(XLSX)

# Supplementary material for: Daily rhythms and enrichment patterns in the transcriptome of the behavior-manipulating parasite Ophiocordyceps kimflemingiae
**Source:** PLoS One. 2017 Nov 3;12(11):e0187170. doi: 10.1371/journal.pone.0187170
**Supplement:** S1 Table — Media compositions and culturing conditions tested to induce O. kimflemingiae blastospore growth.

| **Media name** | **Components** | **Growth conditions** | **Blastospore formation?** |
| --- | --- | --- | --- |
| Grace’s + 10% FBS | Grace’s (Sigma) Fetal Bovine Serum (Gibco) | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | Yes |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| Grace’s + 10% FBS  + 0.4 % Tween-80[1, 2] | Grace’s (Sigma) Fetal Bovine Serum (Gibco)  Tween-80 (Sigma) | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | Yes |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| Grace’s + 10% FBS  + 5 % PEG200[2, 3] | Grace’s (Sigma) Fetal Bovine Serum (Gibco)  PEG200 (Sigma) | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | Yes |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| GYS[4] with 2.7% glucose | As listed in Kocharin and Wongsa, 2006 | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | No |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| GYS[4] with 2.7% glucose  + 0.4 % Tween-80 | As listed in Kocharin and Wongsa, 2006  + Tween-80 (Sigma) | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | No |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| GYS[4] with 2.7% glucose  + 5 % PEG200 | As listed in Kocharin and Wongsa, 2006  + PEG200 (Sigma) | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | No |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| SDB | Sabourad Broth (Sigma) | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | No |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| SDB  + 0.4 % Tween-80 | Sabourad Broth (Sigma)  Tween-80 (Sigma) | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | No |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| SDB  + 5 % PEG200 | Sabourad Broth (Sigma)  PEG200 (Sigma) | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | No |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| GM medium[5] | As listed in Ying and Feng, 2006 | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | No |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| GM medium[5]  + 0.4 % Tween-80 | As listed in Ying and Feng, 2006 + Tween-80 (Sigma) | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | No |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| GM medium[5]  + 5 % PEG200 | As listed in Ying and Feng, 2006 + PEG200 (Sigma) | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | No |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| Adamek’s[6] | As listed in Adamek, 1963 | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | No |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| Adamek’s[6]  + 0.4 % Tween-80 | As listed in Adamek, 1963 + Tween-80 (Sigma) | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | No |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |
| Adamek’s[6]  + 5 % PEG200 | As listed in Adamek, 1963 + PEG200 (Sigma) | 20 mL in 25 cm^2^ tissue culture flask, 60 rpm | No |
|  |  | 25 mL in 100 mL Erlenmeyer flask, 60 rpm | No |
|  |  | 5 mL in 6-well plate, stationary | No |

1. Fargues J, Smits N, Vidal C, Vey A, Vega F, Mercadier G, et al. Effect of liquid culture media on morphology, growth, propagule production, and pathogenic activity of the Hyphomycete, *Metarhizium flavoviride*. Mycopathologia. 2002;154(3):127-38. doi: Doi 10.1023/A:1016068102003.

2. Kleespies RG, Zimmermann G. Production of blastospores by three strains of *Metarhizium anisopliae* (metch.) sorokin in submerged culture. Biocontrol Science and Technology. 1992;2(2):127-35. doi: dx.doi.org/10.1080/09583159209355226.

3. Humphreys AM, Matewele P, Trinci APJ, Gillespie AT. Effects of water activity on morphology, growth and blastospore production of *Metarhizium* *anisopliae*, *Beauveria bassiana* and *Paecilomyces farinosus* in batch and fed-batch culture. Mycol Res. 1989;92:257-64.

4. Kocharin K, Wongsa P. Semi-defined medium for in vitro cultivation of the fastidious insect pathogenic fungus *Cordyceps unilateralis*. Mycopathologia. 2006;161(4):255-60. doi: 10.1007/s11046-005-0224-x.

5. Ying SH, Feng MG. Novel blastospore-based transformation system for integration of phosphinothricin resistance and green fluorescence protein genes into *Beauveria bassiana*. Appl Microbiol Biotechnol. 2006;72(1):206-10. doi: 10.1007/s00253-006-0447-x.

6. Adamek L. Submerse cultivation of the fungus *Metarrhizium anisopliae* (Metsch.). Folia Microbiol (Praha). 1965;10:255-7.

How the deposited data were processed for this re-analysis (not part of the article)

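RNA from blastospore cultures of *O*. *kimflemingiae* was measured by RNA-Seq every 4 h over 48 h in cycles of 12 h light and 12 h dark (LD) and in constant darkness (DD), with 1 library per time point and 24 libraries in all. The RPKM values were made by the authors before deposit: single-end reads were mapped to the genome in CLC Genomics Workbench, and the mapped reads of each gene were divided by its length and by the mapped reads of the library. The values are in 2 tables, 1 for LD and 1 for DD, with 8629 genes each and 0 columns of other samples. No scaling across libraries is stated, and how strand was used in counting is not given in the sources used here. As LD and DD are in separate tables, levels compared between them assume that both were made in the same way.

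Depth was recovered from the tables. Low RPKM values are whole multiples of the value of 1 read, so that the 80 lowest values of each library, with the coding lengths of the supplementary data, gave its mapped reads, 11.8 to 29.6 M (20.0 ± 4.48 M, SD). With these totals 100% of the values used came out whole within 0.15 of a read. Between 260 and 676 genes were listed at 0 in an LD library and between 312 and 667 in a DD library.

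Libraries were grouped by the light regime and by phase, 6 libraries in each of 4 groups. Each culture was divided between LD and DD, but the sources do not state which culture gave which time point. Over the 12 sampling times, the correlation between the LD and DD deviations of the genes had a median of 0.440 (range -0.213 to 0.845), and 9 of 12 exceeded 0.1. For other times of the same phase the median was -0.0664. Deviations were taken from the mean of the phase, which ties that value to the same-time correlations, so it is no independent contrast. A library's best partner was its own time in 6 of 12 cases. Libraries of a sampling time thus share deviations in part. They were not treated as pairs in the reported fits, since not every correlation exceeded 0.1 and the sources do not state which time points share a culture. Blocking by sampling time was an alternative, which took the genes called between LD light and the subjective day from 23 to 3531.

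JTK_CYCLE was written anew in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, following the study's settings. Kendall's statistic of the RPKM values against cosine curves was taken at periods of 20, 24 and 28 h in LD and also 16 h in DD, with an exact null distribution and Bonferroni adjustment over 18 and 22 combinations of period and shift. Genes were called rhythmic at an adjusted p up to that of *wc-1* in LD, 0.0573, as in the paper. This adjustment does not cover the number of genes, so 494 of 8629 genes could pass by chance at that threshold if the p-values were exact and evenly spread. All 8629 genes entered, as in the study. The adjusted p equalled that of the supplementary data, to the digits given there, for 310 of 333 genes in LD and 154 of 154 in DD.

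Phases were compared with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with a trend in the prior variance and Benjamini-Hochberg adjustment at 0.05. Genes with a mean RPKM of at least 1 over the libraries of a fit were tested, 7700 in LD, 7635 in DD and 7667 over both. A single fit of all libraries had been planned for the case that they were in 1 table. As they were not, the phases were compared within each table's 12 libraries, and the single fit of 24 libraries became an added alternative. Contrasts between LD and DD and the interaction of phase and regime need all 24 libraries. Means of gene lists were compared with exact permutation tests over the 924 splits of 12 libraries, proportions with Fisher's exact test or a binomial test, and intervals of proportions are 95% Wilson intervals. Figures were drawn with matplotlib 3.10.9.

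Both tests were tried on simulated data with 100 changed genes of each size. At a smaller and a larger cosine amplitude, JTK_CYCLE recovered 59 and 97 of 100 genes in LD and 42 and 91 in DD. These amplitudes were 1 and 2 times the square root of 2, in units of the noise SD. Changed genes were given less noise than unchanged ones, of which 4.91% in LD and 2.97% in DD were called. At log2 changes of 1 and 2, limma recovered 60 and 97 of 100 genes in LD and 33 and 80 in DD. It recovered 41 and 87 between LD light and the subjective day, and 8 and 62 for the interaction. Each fit had 9 to 11 false calls. Noise was drawn separately for each gene and library, whereas real libraries deviate together over many genes. The false calls and the shares of unchanged genes called are therefore no measure of the error in these data.

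Gene names come from the paper and from the descriptions in its supplementary data, which cover the 461 genes that the study called rhythmic. The 21 gene lists, set before the data were examined, match those descriptions by keyword, so they hold only called genes and no enrichment against the genome was tested. Of these lists, those of proteasome subunits and of histones matched 0 genes. Genes named in the text follow a rule set in advance: every gene the paper names or describes uniquely, the 10 genes with the largest change in each direction of the phase comparisons among called genes whose libraries do not overlap, the 5 genes with the smallest JTK_CYCLE p in each regime, and phage-like genes. This gave 81 genes. The values in the paper's supplementary tables had been seen when the rule was written. Members of the lists, and the genes higher in LD light than in the subjective day, were picked as examples after their values were seen.

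In all, 62 alternatives were set in advance and 7 were added after seeing the data. They changed the pseudocount from 1 to 0.1, the filter on low RPKM, the scaling of libraries, the periods, the threshold, a linear trend over the course, the libraries at the change of phase, the harvest slot as a block, and single libraries left out. The harvest slot was inferred as the time modulo 12 h, since the paper describes incubators in antiphase that allowed a 48 h course to be harvested within 12 h. The study's assignment of genes to hierarchical clusters, its enrichment tests against the genome and RT-QPCR were not repeated. How the clusters were bounded is not stated, and the files lack what the rest need.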

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

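Of the tests reported in this part, the one of whether the phage-like genes follow light and those that exchange LD and DD within sampling times were chosen only after the result was seen, and the others were set before it.

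Single libraries stood far from the other 5 of their group for several clock and photoreceptor genes. Over the 56 groups of 6 libraries examined with Dixon's test, 7 held such a library, and chance gives about 5%. In the subjective night of DD the library of 12 h was highest for *frq* at 50.0 RPKM, *phy-1* at 32.0 RPKM and *nik-2* at 75.4 RPKM. In the light phase of LD the library of 16 h was highest for *vvd* at 251 RPKM, *wc-2* at 267 RPKM and *nik-2* at 163 RPKM. The mean of 3 phage-like genes was highest in the DD library of 4 h, at 284 RPKM.

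For 3 genes the phase difference in LD differed from that in DD by a test of the difference itself. It was larger in LD by a log2 of 2.52 for *cry*, 3.04 for Ribonuclease Trv and 1.63 for *vvd* (adjusted p = 0.00958, 0.0222 and 0.0222, limma), against a median of 0.30 over all genes. All 3 were called higher in LD light than in LD dark. Under 3 alternatives the adjusted p of *cry* was 9.89e-06 to 0.0266 and that of Ribonuclease Trv 0.00245 to 0.0328. With libraries centred on their medians *vvd* was not called, at 1.31 (adjusted p = 0.692, limma; 0.00637 to 0.692 over 3 alternatives). Among 100 assignments of libraries to LD and DD within each phase, the real one included, 5 called at least 3 genes and the highest other called 4265, so chance cannot be excluded for the count. An assignment that calls so many genes points to a structure of the samples other than the light regime. These assignments ignore that each culture was divided between LD and DD.

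Light at matched times of the course is a comparison that the paper does not report. At an adjusted p under 0.05 by limma, 23 genes were higher in LD light than in the subjective day of DD and 0 were lower, with 3468 of 7667 at an unadjusted p under 0.05 and levels set across 2 tables. The log2 differences were 0.95 to 3.68, against 0.51 for the median gene. With libraries centred on their medians the split was 11 higher and 3 lower. Ribonuclease Trv was 12.3-fold higher (log2 3.68, adjusted p = 1.85e-06, limma) and the six-hairpin glycosidase Ophio5|4998 had a log2 difference of 2.63 (adjusted p = 3.19e-05, limma), with 4.62 ± 2.92 RPKM in the subjective day and 5.15 ± 1.49 RPKM in the subjective night. A low-affinity copper transport gene (Ophio5|2022) had 215 ± 110 RPKM in LD light and 73.5 ± 20.6 RPKM in the subjective day (log2 1.46, adjusted p = 9.06e-04, limma). Of the 23, 10 are described and 13 were also higher in LD light than in LD dark, 10 were rhythmic in LD by JTK_CYCLE and 13 were not. The undescribed gene Ophio5|6101, at a log2 of 1.77, was lower in LD light than in LD dark (-1.27). Among 100 splits 9 called at least as many genes and the highest other called 4317, so chance cannot be excluded, and such a number points to a structure of the samples other than light. These splits ignore that each culture was divided between LD and DD, where the sources do not state which time points share a culture. When LD and DD were exchanged only within sampling times, 2 of 32 splits called at least 23 genes (highest other 133), so chance cannot be excluded in that way either. With the sampling time as a replicate block 3531 genes were called (3495 higher, 36 lower), and of the 32 splits only the real one reached this count (highest other 3274), which excludes chance at the 0.05 level for the count with the block.

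Genes lower in LD dark than in the subjective night of DD numbered 3 by limma, with 0 higher and 73 at an unadjusted p under 0.05. They are the 3 genes described as phage proteins (scaffolding, replication and capsid; log2 -1.26, -1.20 and -1.27, adjusted p = 0.0200 each), whose mean was 146 ± 45.0 RPKM over the DD libraries and 73.1 ± 20.0 RPKM over the LD libraries. Every DD library lay above every LD library, and JTK_CYCLE called all 3 rhythmic in LD, higher in the light, although with centred libraries the calls of the scaffolding and replication genes ended (0.0968 each, and 0.0573 for the capsid gene). Among 100 splits 2 called at least 3 genes and the highest other called 22, which excludes chance at the 0.05 level only if libraries are interchangeable. These splits too ignore that each culture was divided between LD and DD.

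Whether this phage-like signal is a technical one was weighed. Between libraries its level ranged over 2.63 on the log2 scale, while the log2 ratio between any pair of the 3 genes had an SD of 0.0595 to 0.0634, a fixed ratio that is consistent with reads of one source other than the fungus, such as a sequencing control, whose share differs between libraries. Whether the level follows light in LD cannot be told apart from chance with 12 libraries (log2 0.35, exact permutation p = 0.154). No other biological explanation was tested.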

How the results depend on the processing

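Of the alternatives in this part, the fit of all 24 libraries, the removal of the 24, 44 and 48 h libraries and the rule for ties at the threshold were chosen after seeing the data, and all others before the data were examined.

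Counts of rhythmic genes depended on the scaling and on single libraries. With libraries centred on their medians there were 638 genes in LD (from 414), 290 in DD (from 154) and 58 in both (from 29), and the day-active share in DD was 35.1% (from 27.3%). The threshold of 0.05 gave 244 in LD and 19 in both. A limma fit of a 24 h cosine called 58 in LD (859 at an unadjusted p under 0.05) and 0 in DD (1221). In DD there were 459 with a period of 24 h alone and 292 with 20 to 28 h. Removing a linear trend left 16 in both. Leaving out 1 time point gave 210 to 752 genes in LD (lowest without 32 h, highest without 40 h), 58 to 465 in DD (32 h, 12 h) and 3 to 111 in both (32 h, 40 h). The cause of these changes was not tested. LD counts within 1.5 times the reported one were 382 with the filter on low RPKM, 535 with 24 h alone (285 of them among the 414), 405 without a trend (218 among the 414) and 333 under the rule for ties, and DD counts were 129 with the filter, 148 at 0.05, 183 without a trend (43 among the 154) and 115 without the 24, 44 and 48 h libraries (32 among the 154), so that similar counts held in part other genes. The day-active share in LD was 54.3% to 58.2% under 4 alternatives, and the odds ratios for secretion signals kept their side of the threshold with the study's assignment to phases.

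Between light and dark in LD, limma called 32 genes without the filter (20 higher, 12 lower), 55 without the 12, 24, 36 and 48 h libraries and 12 in the fit of all 24 libraries, 11 higher and 1 lower, all 12 among the 165. It called 146 with a pseudocount of 0.1, 202 with centred libraries (114 of them among the 165) and 198 with the harvest slot as a block. Leaving out 1 library gave 59 (32 h) to 561 (40 h). In DD the count was 0 without the filter, with the smaller pseudocount, with centred libraries and without the libraries named above. It was 32 with the harvest slot as a block (1 higher, 31 lower in the subjective day), 196 in the fit of all 24 libraries (10 higher, 186 lower), and 0 to 194 with 1 library left out, being 184 without 12 h and 194 without 40 h. The cause of these changes in LD and DD was not tested.

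Between regimes, the count for LD light against the subjective day was 14 with centred libraries and 3531 with the sampling time as a replicate block (3495 higher, 36 lower), and that for the interaction was 2 to 4 and that for LD dark 3 under all 3 alternatives each. The reference pool was 576 with centred libraries.

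For the LD day-active genes the mean difference in DD lost its p under 0.05 without the 12, 24, 36 and 48 h libraries (0.54, exact permutation p = 0.0857) and without the 24, 44 and 48 h libraries (0.49, exact permutation p = 0.0714). Leaving out 1 library gave 0.37 to 0.56 (exact permutation p = 0.0195 to 0.0996), above 0.05 for 8 of 12. For the night-active genes the values were -1.24 (exact permutation p = 0.0571) and -0.72 (p = 0.167), and -1.33 to -0.96 with 1 library left out (p = 0.00866 to 0.0346). The first alternative leaves 8 libraries and the second 9, which limits the p-values that can be reached. With centred libraries the day-active difference was 0.75 and passed.

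Over the 81 named genes, 641 values under alternatives kept their direction and side of the threshold, 150 no longer passed and 9 passed only then, not counting the phase difference in DD by limma. That called 0 of 73 named genes, and of its 509 values under alternatives 462 did not change side or sign, 19 passed only then (4 with the harvest slot as a block, 15 in the fit of all 24 libraries) and 28 changed sign without passing, among them that of *frq* (0.73 to -0.018 without the 24, 44 and 48 h libraries). The LD difference of the subtilisin Spm1 (Ophio5|1621), not called, changed sign from -0.02 to 0.032 without the 12, 24, 36 and 48 h libraries. Depth limits genes under 1 RPKM, which supplied 32 of the LD and 25 of the DD rhythmic genes and did not enter limma.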

Differences from the paper's values

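None of the values that could be compared differed from the paper's by more than 1.5 times with the settings reported here, and the following values are not equal. The paper's count of rhythmic genes in LD is 333 and the count here 414, at the same threshold; 332 of the study's 333 genes were called. Of the 414, 170 tie with *wc-1* at the threshold. Keeping tied genes only down to the amplitude of *wc-1* gives 333, a rule chosen after seeing the values, which shares 330 with the study's list and drops 3 of its genes. The count in DD is 154 in both. For genes rhythmic in both regimes, the paper's count is 26 and the count here 29.

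Shares by phase differ in how genes were assigned, by hierarchical clusters in the paper and by the sign of the difference here, which leaves no gene unassigned. The paper's day-active and night-active shares are 52% and 40% in LD, against 54.8% and 45.2% here, and 25% and 64% in DD, against 27.3% and 72.7%. Its share of night-active genes among those rhythmic in both is 73%, against 75.9%, and its share of night-active LD genes with a secretion signal is 37%, against 34.7%. The paper's reference pool holds 177 genes and the one here 175, without the criterion that used another dataset.

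For *vvd* in LD the paper's text gives an average of 73.3 RPKM with an amplitude of 106.4, whereas the average here is 106 RPKM and the amplitude 73.3, the same pair in the other order. The amplitude column of the supplementary table for DD is headed as LD, and its values equal the DD amplitudes computed here.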

Other observations

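Among the tests in this part, those of chance for the counts of rhythmic genes in LD and in DD, and those of the share of abundant genes, the harvest slot and the subjective day, were chosen only after the result was seen.

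How often other orders or splits of the libraries gave as many calls was counted over 100 of them, the real one included. For rhythmic genes in LD 23 orders of the times gave at least 414 (highest other 1580), in DD 47 gave at least 154 (highest other 2334), and for the genes rhythmic in both 8 gave at least 29 (highest other 131), so chance cannot be excluded for these counts. For LD light against dark by limma, 2 splits gave at least 165 genes (highest other 757), which excludes chance at the 0.05 level only if libraries are interchangeable. The incubators ran in antiphase, and the sources do not state which culture gave which time point. A difference between incubators or cultures is therefore not excluded. For the subjective day against night in DD the real count is 0, which any split reaches, so this comparison does not test chance (highest other 3843). Splits with several times the real count point to a structure of the samples other than phase, since they call many genes when the phases are mixed.

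Most genes were lower in the subjective day than in the subjective night of DD, with a median log2 difference of -0.32 that shrank to -0.12 when each library was scaled to its RPKM sum without the most abundant 1% of genes. Fewer mapped reads are argued against, since the libraries with low median RPKM did not have fewer reads (Spearman's rho -0.371, permutation p = 0.238; Pearson's r -0.286, p = 0.361). That a few abundant genes take more of the reads in some libraries remains open. Their share and the median RPKM had a rho of -0.790 (permutation p = 0.00328, Benjamini-Hochberg adjusted 0.00656). Pearson's r was -0.863 (permutation p = 1e-04, the smallest these permutations can give, adjusted 2.00e-04), and -0.872 without the 2 libraries farthest from the median. Both measures come from the same RPKM values, where a larger share of some genes leaves less for the rest. The correlation and the shrinkage to -0.12 are thus partly built in, and these p-values do not test the cause. The harvest slot also remains open, since median RPKM was lower by a log2 of -0.51 in the DD libraries of 12, 24, 36 and 48 h than in the other 8 (exact permutation p = 0.0323; -0.65 within the subjective day, -0.37 within the subjective night, -0.01 in LD). An effect of the subjective day itself cannot be told apart from these with 12 libraries (-0.32, exact permutation p = 0.184).

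LD and DD libraries of the same sampling time deviated together, which may produce shared calls without any rhythm, as the cultures were divided between the regimes. When LD and DD times were shuffled by the same order, 6 of 100 orders gave an overlap as large, relative to independent lists, as the real ratio of 3.92 (highest 8.00, median 1.43). Apart from the real order, these shared only 2 or 3 genes, against 0.25 to 0.44 for independent lists. Ratios of such small counts cannot decide the question, so this explanation stays open for the 29 shared genes. With DD shuffled alone, 2 orders reached the ratio of 3.92 and the median was 0.968. For the 1.56 difference between LD day-active and night-active genes in DD, 3 of 100 such orders were as large (highest 2.02, median 0.12), which argues against this explanation as the whole cause. Of the other 99 orders, 87 gave a positive difference. Any profile common to LD and DD gives that sign, since the same order keeps the match between them. Shared deviations may still be a part of the difference. An endogenous rhythm is the biological alternative, and these values do not separate the one from the other.

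The libraries of 12 and 40 h went against their phases in both regimes for many genes. Without the LD library of 12 or 40 h limma called 307 and 561 genes between light and dark, and without the DD library of 12 or 40 h it called 184 and 194. The Zn(2)-C6 transcription factor Ophio5|2137, a day-active gene, had 13.1 RPKM at 12 h and 5.73 RPKM at 40 h in LD, and 16.4 and 5.33 RPKM in DD. The SSP Ophio5|629 had 196 and 111 RPKM in LD, and 331 and 65.5 RPKM in DD. At 40 h in LD *frq*, *vvd* and *cry* stood at 72.4, 118 and 35.1 RPKM, above all dark libraries.

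Genes with consecutive numbers often changed together. Among the 165 genes called between light and dark in LD, 29 pairs of consecutive numbers changed in the same direction, 13 higher and 16 lower in the light, against a mean of 1.62 and a maximum of 8 in 10000 random draws (permutation p = 1e-04, the smallest these draws can give). Among the 23 genes higher in LD light than in the subjective day, there were 3 such pairs (mean 0.0587, highest 2, permutation p = 1e-04, the smallest possible), 1 of them *vvd* with the DNA repair gene Mms21 (Ophio5|6594) and 1 the six-hairpin glycosidase with a WD40 repeat gene (Ophio5|4999, log2 1.06, adjusted p = 0.00101, limma). Gene coordinates were not at hand, and whether counting separated the strands is not given in the sources used here.

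In LD, 59 genes had all light libraries above all dark ones and 44 the reverse, of which limma called 40 and 28. Chance gives 16.7 genes (0.216%) over both directions together. In DD the numbers were 5 and 17, none called.

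Of 14 transcription factors found by description, 12 were rhythmic in LD, 9 of them higher in the light. Limma called 4 higher and 1 lower, and 12 passed when adjusted over the list alone, though the study chose these genes on the same samples. A bZIP factor (Ophio5|6961) had 31.5 ± 12.4 RPKM in the light and 10.6 ± 5.83 RPKM in the dark (log2 1.52, adjusted p = 0.0275, limma), and 54.6 ± 49.5 and 11.7 ± 7.34 RPKM in the subjective day and night. A C6 factor (Ophio5|1041) had 10.6 ± 3.68 and 4.42 ± 1.09 RPKM in the light and dark (log2 1.06, adjusted p = 0.0210, limma).

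A hydrophobin gene (Ophio5|500), whose products coat hyphae and conidia, was listed at 0 in all 6 LD light libraries and had 1.29 ± 0.671 RPKM in LD dark, with 0.204 ± 0.330 RPKM in the subjective day and 0.972 ± 0.882 RPKM in the subjective night (JTK_CYCLE 0.0325 in LD and 0.118 in DD). It is 1 of 3 genes found by description as hyphal or conidial markers, of which 2 were rhythmic in LD, both higher in the dark, and 1 in DD. The smaller lists gave few calls. Of 3 cell cycle genes 2 were rhythmic in LD, of 3 genes of oxidative stress 2, of 2 respiratory chain genes 2, of 1 glycolysis and TCA cycle gene 1, and of 1 chaperone gene 0 in LD and 1 in DD. None of these was called by limma in LD over all genes, where 1175 genes had an unadjusted p under 0.05. Adjusted over the list alone, 2 cell cycle genes and 1 gene of oxidative stress passed. These lists too hold only genes that the study called rhythmic in these samples.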
